# EphB2-mediated ephrin-B reverse signaling on microglia drives an anti-viral, but inflammatory and neurotoxic response associated with HIV

**DOI:** 10.1186/s12974-025-03481-9

**Published:** 2025-06-30

**Authors:** Jeffrey Koury, Hina Singh, Samantha N. Sutley-Koury, Dominic Fok, Xinru Qiu, Ricky Maung, Benjamin B. Gelman, Iryna M. Ethell, Marcus Kaul

**Keywords:** Neuroinflammation, HIV-1, Ephrin-B, EphB, Interferon-β, Neurotoxicity, Microglia

## Abstract

**Background:**

Pathological inflammation with a loss of synaptic integrity and function has been implicated in HIV Associated Neurocognitive Disorders (HAND). Although therapeutics exist to increase the lifespan of people living with HIV (PLWH), they are not effective at preventing neuroinflammation and HIV induced neuronal damage persists. In this study, we investigate the ephrin-B/EphB axis, which regulates inflammation, in post-mortem brain specimen of PLWH and experimental models in order to assess its potential role in HIV induced neuroinflammation.

**Methods:**

We analyze mRNA samples of post-mortem brain specimen of PLWH and uninfected controls obtained from the National NeuroAIDS Tissue Consortium (NNTC) and, for comparison, of a transgenic mouse model of neuroHIV using quantitative reverse transcription polymerase chain reaction (qRT-PCR). Follow-up experiments employ mouse brain tissue and in vitro models, including immortalized human microglia, human induced pluripotent stem cell (iPSC)-derived mixed neuroglial cell cultures, cellular and molecular interference, functional and multiplex assays, immunofluorescence and mRNA sequencing to examine the role of the ephrin-B/EphB axis in neuroinflammation and the associated neurotoxicity.

**Results:**

Using qRT-PCR we find increased expression of EphB2 in post-mortem brain of PLWH, and detect a correlation with pro-viral DNA, viral RNA and an inverse correlation with abstract executive function and verbal fluency. Increased expression of ephrin-B/EphB at mRNA and protein level is also observed in brains of a transgenic mouse model of neuroHIV suggesting the upregulation can be driven, at least in part, by expression of viral gp120 envelope protein and a type I interferon, IFNβ. Additionally, we find induction of ephrin-B1 expression in microglia following activation by IFNβ. Given the previously reported impact of EphB2 on inflammation in the periphery, the functional role of EphB2-mediated ephrin-B reverse signaling on microglia is assessed for a pro-inflammatory and anti-viral signature. We find that EphB2 treated microglia secrete inflammatory and anti-viral factors but also exert contact-independent neurotoxicity. Finally, knockdown of microglial ephrin-B1, an EphB2 binding partner, shows a partial alleviation of the microglial pro-inflammatory signature and neurotoxicity.

**Conclusion:**

Our study suggests that elevated EphB2, and its reverse signaling through ephrin-B1 in microglia contribute to neuroinflammation and neurotoxicity in neuroHIV.

**Graphical Abstract:**

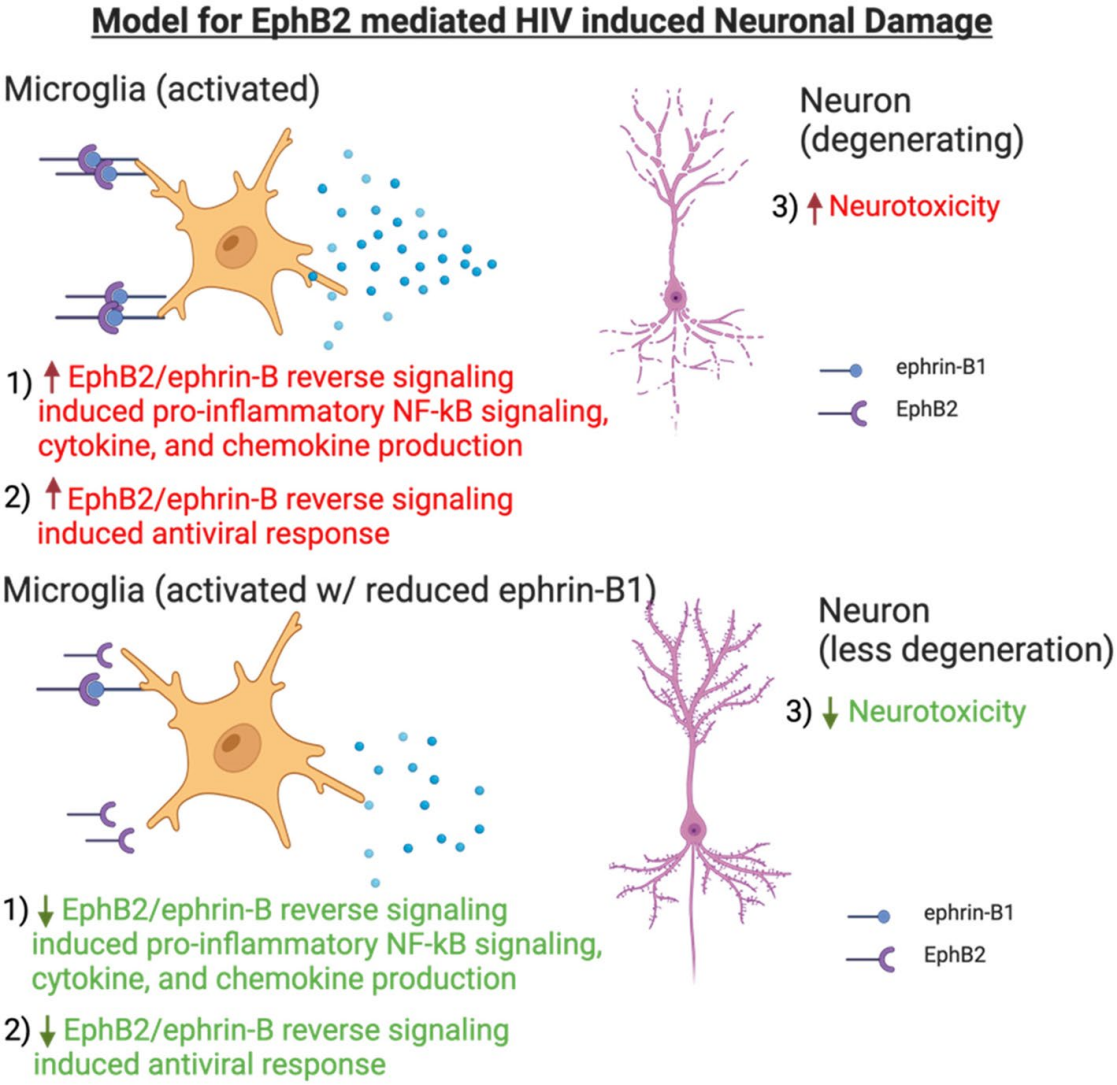

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12974-025-03481-9.

## Background

HIV-associated neurocognitive disorder (HAND) is a condition characterized by cognitive and neurological impairments that occur in HIV infection and is found in up to 55% of people living with HIV (PLWH) [1]. Symptoms range from mild cognitive deficits to severe dementia, manifesting in various ways, including deficits in memory, attention, concentration, language, decision-making and motor skills, with or without concurrent depression [2]. The exact mechanisms behind HAND and HIV induced neuronal injury are not fully understood, but several factors presumably contribute to its development, namely chronic inflammation, release of viral proteins and glutamate excitotoxicity [3]. Additionally, it is widely accepted that macrophages and microglia are key mediators of HIV induced inflammation and neurotoxicity. Notably, one pathological characteristic of neuroHIV is the presence of multinucleated microglial cells [4]. Furthermore, depletion of microglia alone is sufficient to abrogate HIVgp120 induced neurotoxicity in a HIV mouse model and primary cerebrocortical cultures [5–7]. Additionally, leveraging a transgenic mouse model expressing HIV glycoprotein gp120 (HIVgp120tg) [8], in combination with analysis of human tissues, our previous studies have implicated several components of the innate immune system, specifically the type I interferon response, in neuroHIV [7, 9–11]. Here we identify a novel mechanism driving neuroinflammation and toxicity mediated by activation of the ephrin-B/EphB axis that is associated with anti-viral responses in neuroHIV.

Ephrins and Eph receptors belong to a family of receptor tyrosine kinases that play crucial roles in various physiological processes, including embryonic development, neural connectivity and, although less recognized, inflammation [12]. Both ephrins and Eph receptors are membrane-bound proteins, which interact in a cell–cell contact dependent manner and have a unique ability to signal bidirectionally. As it pertains to inflammation in the CNS, EphB2 deletion in a murine stroke model was reported to decrease proinflammatory CCL2 and IL-6 in the ischemic zone, while EphB2 binding to astrocytic ephrin-Bs activated NF-kB signaling, suggesting a chronic inflammatory role for EphB2 [13]. The role of astrocytic ephrin-B1 was also reported in a mouse model of traumatic brain injury (TBI), showing that astrocyte-specific ablation of ephrin-B1 suppressed TBI-induced STAT3 phosphorylation while the activation of ephrin-B1 in astrocytes induced upregulation of STAT3 [14]. However, the functional role of EphB/ephrin-B signaling in microglia has not been explored although it could be of particular importance in the context of neuroinflammation and neurodegenerative disease as microglia are key inflammatory mediators in the CNS [15, 16].

In this study, we highlight the elevated expression of EphB2 in both the CNS of PLWH and in HIVgp120tg mice and report an up-regulation of ephrin-B1, specifically on microglia, in the hippocampus and cortex of HIVgp120tg animals. Our data support the pro-inflammatory impact of EphB2 reverse signaling and the role of microglial specific ephrin-B1 in mediating an anti-viral but also inflammatory response. Finally, we show that EphB2 mediated ephrin-B activation in microglia triggers the release of neurotoxins affecting neuronal survival in iPSC derived neuronal/astrocytic co-cultures. Altogether, our study suggests that elevated EphB2 levels in the CNS of PLWH contribute to the chronic inflammation, driving at least some of the neuropathology associated with HAND, and that therapeutics targeting EphB2-mediated ephrin-B signaling in microglia may minimize these deleterious effects [17].

## Results

### EphB2 is differentially expressed in PLWH with brain pathology and its levels correlate with impaired cognitive performance

Given that neuroinflammation is a hallmark characteristic of neuroHIV, and previous studies of other diseases implicate EphB2 in inflammation [18, 19], we first investigated, if EphB2 is elevated in the CNS of PLWH by analyzing mRNA expression in neocortex (middle frontal gyrus) of a previously characterized cohort [20]. The specimen from this cohort comprised PLWH (*n* = 63), including PLWH without brain pathology (*n* = 44) and PLWH with brain pathology (*n* = 19), and non-infected controls (*n* = 46). The analysis of EphB2 mRNA expression shows that its levels are preferentially elevated in PLWH with brain pathology (*p* < 0.0001) compared to controls and PLWH without brain pathology (Fig. 1A). In this context, brain pathology is defined by the presence of multinucleated giant cells or microglial nodules, highlighting microglia as a potential key target and/or cellular source for EphB2. In PLWH, EphB2 mRNA levels positively correlate with log HIV DNA (*r* = 0.297, *p* = 0.017) and log HIV RNA load (*r* = 0.384, *p* = 0.002) (Fig. 1B). Additionally, levels of EphB2 mRNA inversely correlate with performance in pre-mortem neurocognitive tests, described by the abstract executive domain T score (*r* = −0.44, *p* = 0.001) and verbal fluency domain T score (*r* = −0.334, *p* = 0.015) (Fig. 1C). These findings support a role for EphB2/ephrin-B signaling in brain pathology, increased viral load, and poorer cognitive scores in PLWH. As brain pathology is characterized by a pathological presentation of microglial nodules or multinucleated giant cells, we hypothesized that EphB2 may be acting specifically on microglia.

**Fig. 1:**
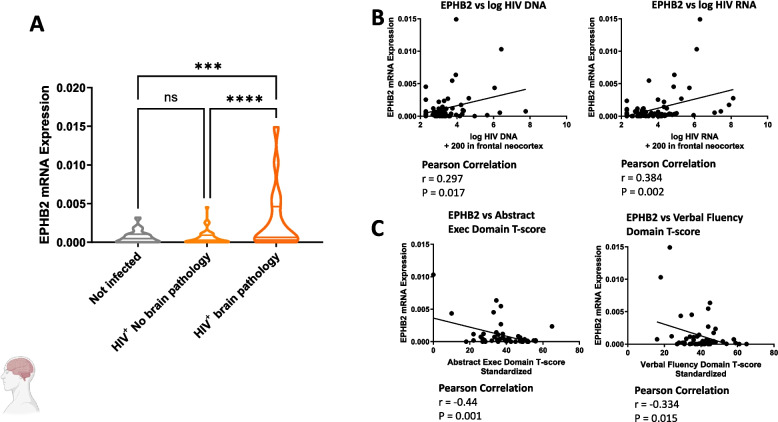
EphB2 is differentially expressed in human neocortex of PLWH with brain pathology. **A** Relative gene expression levels of EphB2 using mRNA from the middle frontal gyrus (neocortex) of the following groups of individuals: Not-infected (*n* = 46) and HIV + (*n* = 63), including HIV^+^ no brain pathology (*n* = 44) and HIV^+^ brain pathology (*n* = 19). The relative gene expression levels of EPHB2 in HIV^+^ (*n* = 63) patient’s cortex was used to calculate Pearson correlations for (**B**) log HIV DNA/RNA load (+ 200 represents the threshold of HIV DNA/RNA detection in the assay) and (**C**) two domains of neurocognitive performance**.** Values in graph are mean ± SEM; n.s., non-significant, * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001, **** *P* ≤ 0.0001, One-Way ANOVA followed by Tukey’s post hoc test. Schematic graphics created with Biorender software

### IFNβ and IRF7 regulate ephrin-B/EphB in cortex and hippocampus, and microglial cells

EphB2 and ephrins signal bidirectionally and we utilized the HIVgp120tg mouse model of neuroHIV to assess the cell specific expression of the binding partner of EphB2, ephrin-B1, which can act as both a ligand and a receptor. In conjunction, we sought a potential mechanism that may be regulating ephrin-B/EphB expression in the CNS. To investigate whether HIV, or viral protein expression, which trigger a type I interferon response, or the interferon response itself can regulate ephrin-B/EphB expression, we assessed the mean intensity of ephrin-B1 immunoreactivity in the CA1 hippocampus. We specifically examined in Iba1^+^ microglia, in 3–4 month-old mice, constitutively expressing the HIV envelope protein gp120 or treated intranasally with recombinant IFNβ (a type I interferon) as recently published [9]. HIVgp120tg animals show a prominent type I interferon response, including activation of interferon regulatory factors (IRFs) and anti-viral interferon stimulated genes (ISGs). Transgenic HIVgp120 expression elicits a type I interferon response, and so both HIVgp120tg mice and IFNβ treated non-tg mice were assessed to determine the potential role of the type I interferon response in the regulation of ephrin-B1/EphB levels. Indeed, both the HIVgp120 transgene and IFNβ treatment alone showed an increased average level in the expression of ephrin-B1 in microglia of the CA1 of the hippocampus, suggesting that the viral envelope protein gp120, and specifically the anti-viral response associated with its expression, may promote ephrin-B1 expression (Fig. 2A, B). While the differences observed in the mouse model did not reach significance, similar and significant effects were observed in human microglia. Treatment of HMC3 cells in vitro with recombinant human IFNβ (3,000 U/ml) induced elevated transcript levels of both ephrin-B1 (*p* < 0.001) and EphB2 (*p* < 0.05) approximately 1.5-fold compared to vehicle control (Fig. 2C). Inversely, ablation of IFNβ in the HIVgp120tg mouse model resulted in a significant decrease in both ephrin-B1 and EphB2 transcript levels in the hippocampus (Fig. 2D).

**Fig. 2:**
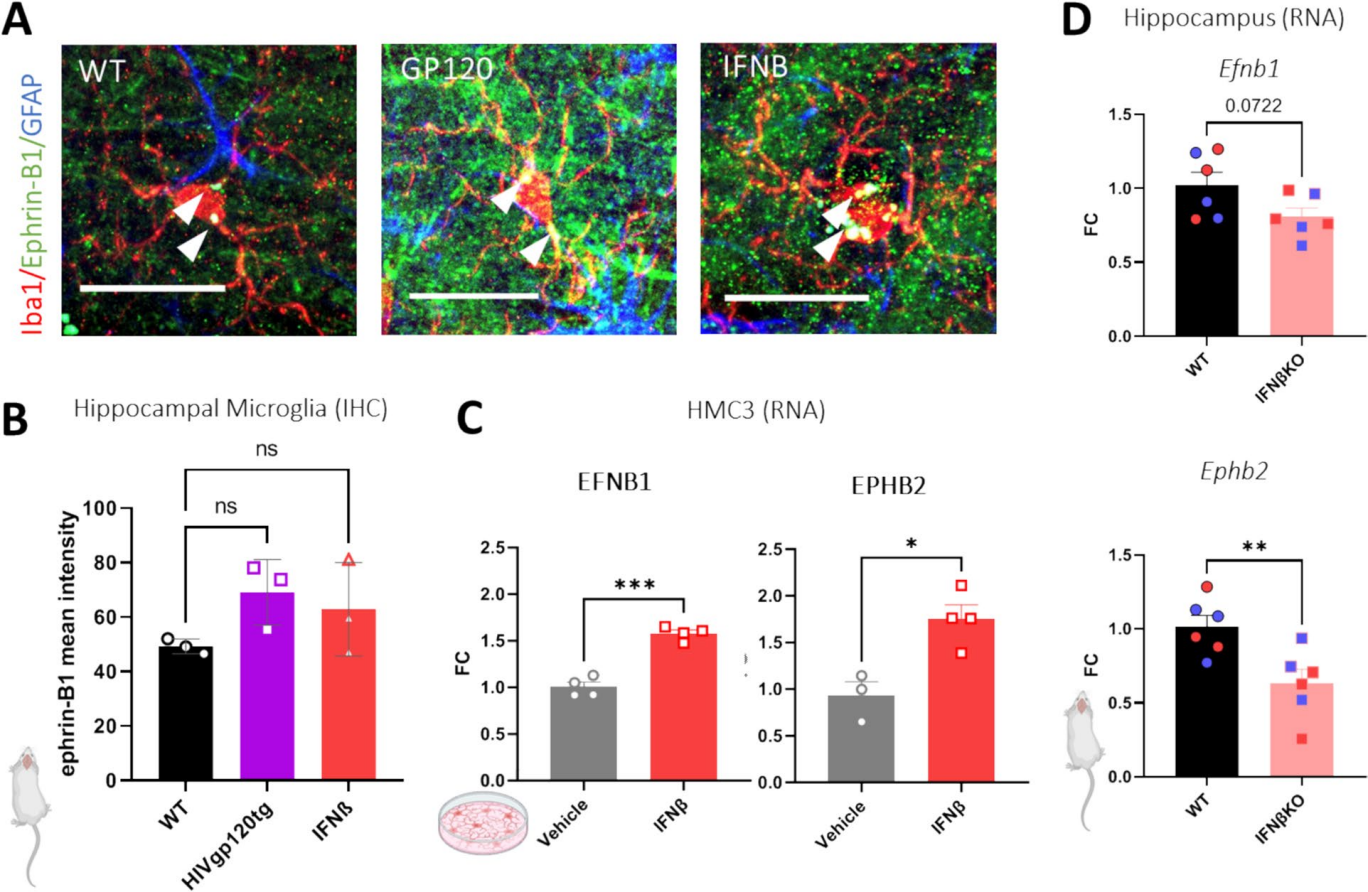
HIVgp120 and IFNβ regulate total and microglial specific ephrin-B1 expression in hippocampus. **A** Sagittal brain section stained for astrocytic GFAP (blue), microglial Iba1 (Red) and ephrin-B1 (Green). Scale bar = 20um. **B** Values are Mean Intensity of ephrin-B1 fluorescence in CA1 hippocampal microglia. All mice for IHC were male, aged 3–4 months. IFNβ indicates intranasal treatment with the cytokine. Each data point represents *n* = 3 animals per genotype, with an average of 3 sections per animal and 2 images per section. Values are Mean + SD; FC = Fold Change; n.s. = non-significant (*P* > 0.05), Two Way ANOVA followed by Tukey’s post hoc test. **C** Increase in EFNB1 and EPHB2 mRNA expression following 24-h IFNβ treatment in human microglial HMC3 cells; *n* = 3–4 experiments, Two technical replicates averaged per experiment. Values are Mean ± SEM; FC = Fold Change; n.s. = non-significant, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, students t-test. **D** Analysis of mRNA expression of ephrin genes in the hippocampus of WT and IFNβKO. Relative mRNA expression was calculated by normalizing to *Gapdh* using the 2^−ΔΔCt^ method. RNA of IFNβKO and WT mice for qRT-PCR was from hippocampus of males and females, *n* = 6 (male *n* = 3 – blue data points; female *n* = 3 – red data points) per genotype. Values are mean ± SEM; n.s., non-significant, * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001, **** *P* ≤ 0.0001, One-Way ANOVA followed by Tukey’s post hoc test. Schematic graphics created with Biorender software

Type I IFNs trigger the expression of interferon-stimulated genes, and we observed an increase in expression of IRF7 mRNA transcript levels in PLWH with brain pathology compared to uninfected controls, similar to the increase in EphB2 mRNA expression in the same group (Fig. 3A, *P* < 0.001 PLWH with brain pathology vs uninfected). Correlations in the neocortex of PLWH also revealed a very robust positive correlation between ephrin-B1 (Fig. 3B, *r* = 0.58, *p* = 4 × 10^–6^), EphB2 (Fig. 3C, *r* = 0.554, *p* = 8 × 10^–6^) and the type I interferon master regulator, IRF7, suggesting a strong association between ephrin-B/EphB and the type I interferon response. IRF7 transcript levels are also prominently induced in the cortex and hippocampus of the HIVgp120tg animals, and this upregulation is dependent on the activation of IFNβ signaling (Fig. 3D). With the discovery that IFNβ induced ephrin-B/EphB expression, and the strong correlation between the levels of ephrin-B1/EphB2 and the master regulator IRF7, we wanted to determine next if IRF7 was a key mediator in this IFNβ induced activation of ephrin-B/EphB. HMC3 human microglia were transfected with IRF7 siRNA (12.5 pmol) using RNAiMAX transfection reagent 48 h prior to treatment with IFNβ (3,000 U/mL) for 24 h. To our surprise, knocking down IRF7 in microglia (Fig. 3E) did not reduce expression of EphB2, but rather increase its expression, as well as that of other type I interferon genes, including IFIT1 and endogenous IFNβ itself (Fig. 3F-H). Moreover, knockdown of IRF7 also upregulated IRF3, the long-noncoding RNA HEAL and the transcription factor nuclear factor κB (NFκB) (Supplementary Fig. 1). Altogether, our observations suggested that IRF7 exerts a negative feedback on IFNβ and EphB2 expression and other factors involved in inflammation and regulation of HIV.

**Fig. 3:**
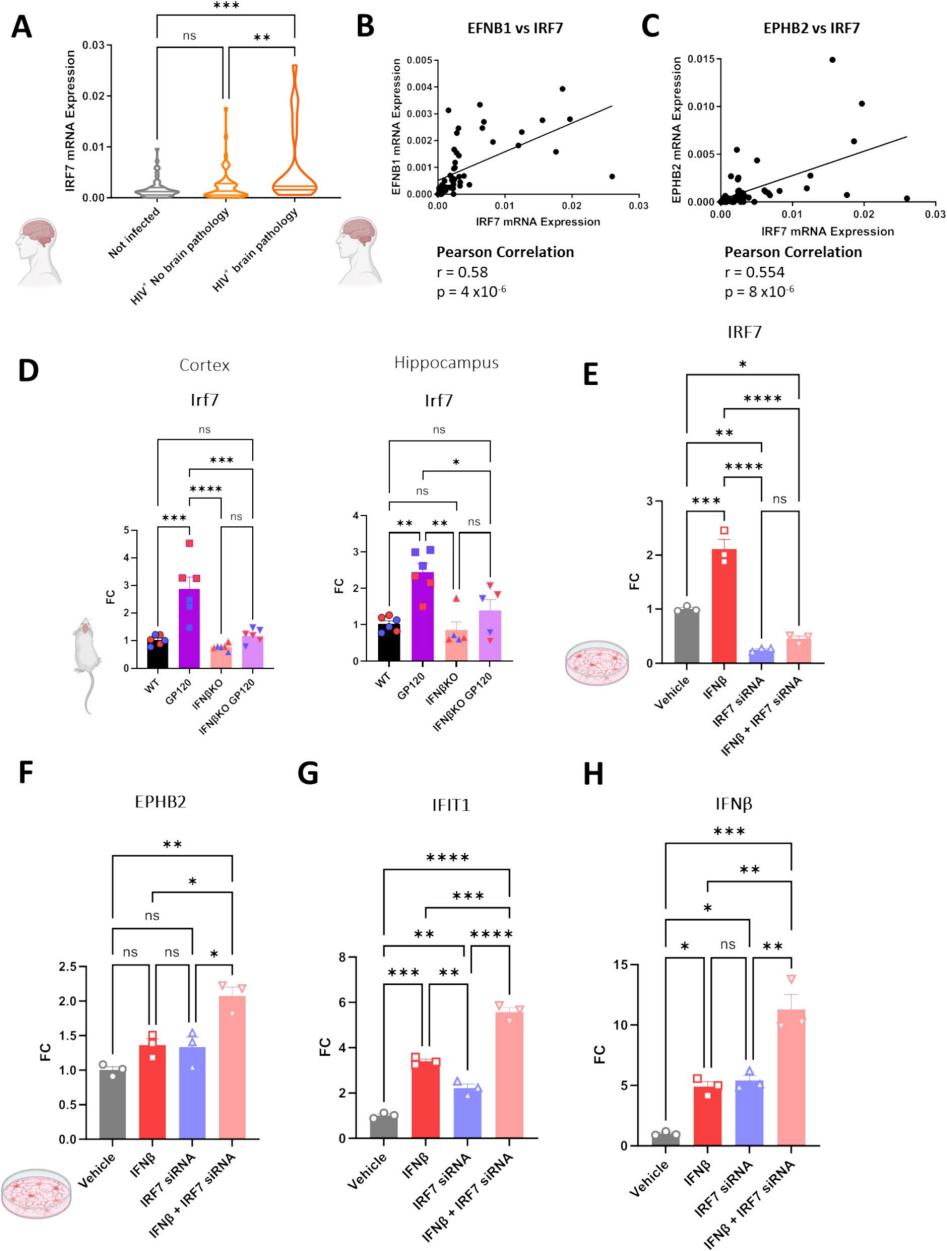
IRF7 regulates expression of type I interferon IFNβ, ISG IFIT1 and EPHB2. **A** Relative gene expression levels of IRF7 using mRNA from the middle frontal gyrus (neocortex) of Non-infected (*n* = 46) and HIV^+^ (*n* = 63), HIV^+^ No Brain Pathology (*n* = 44) and HIV^+^ Brain Pathology (*n* = 19). Relative gene expression levels of HIV^+^ (*n* = 63) patient’s cortex was used and Pearson correlations were calculated for IRF7 vs (**B**) EFNB1 (**C**) and EPHB2. (**D**) Relative gene expression levels of Irf7 from the cortex and hippocampus of 9-month-old WT, HIVgp120tg, IFNβKO and IFNβKO HIVgp120tg mice. *n* = 6 (*n* = 3 male – blue data points, *n* = 3 female – red data points) per genotype. Expression normalized to Beta-Actin. (**E**) IRF7, (**F**) EPHB2 (**G**) IFIT1 and (**H**) IFNβ mRNA expression following 48-h IRF7 siRNA or negative control siRNA treatment followed by 24-h IFNβ treatment or 0.001% BSA vehicle in human HMC3 cells; *n* = 3 biological replicates, 2 technical replicates averaged per experiment. Values are Mean ± SEM; FC = Fold Change; n.s. = non-significant, * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, Two Way ANOVA followed by Tukey’s post hoc test. Schematic graphics created with Biorender software

The data also suggests that the presence of HIVgp120 viral envelope protein and the type I interferon response, specifically IFNβ, is sufficient to induce ephrin-B/EphB expression in the CNS, including microglial cells. Although the functional role of EphB/ephrin-B signaling in neurodevelopment and the formation of synapses have been characterized, its role in CNS inflammation is poorly understood and previous studies describing the role of EphB2/ephrin-B have largely focused on the peripheral immune response [18, 21]. Thus, we assessed next to what extent elevated EphB2 in the CNS may be involved in inflammation and more specifically, if microglia are a cellular source of the resulting inflammation.

### EphB2-mediated ephrin-B reverse signaling induces a robust transcriptional anti-viral and pro-inflammatory signature in microglia

To determine the function of EphB2/ephrin-B signaling in microglia, we treated human HMC3 cells with pre-clustered human recombinant EphB2-Fc (2ug/ml) for 24 h to induce ephrin-B reverse signaling. 

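HMC3 is an immortalized human cell line that the paper uses as a model of microglia. For RNA-seq, the cells received negative control siRNA or ephrin-B1 siRNA (12.5 pmol) for 48 h and were then incubated with pre-clustered Ctrl-Fc or EphB2-Fc for 24 h. This made 4 groups of 3 libraries, named here Ctrl (Ctrl-Fc with negative control siRNA), EphB2 (EphB2-Fc with negative control siRNA), ephrin-B1 siRNA (Ctrl-Fc with ephrin-B1 siRNA) and EphB2 + ephrin-B1 siRNA. The paper gives a RIN above 7 for the RNA and the sample labels give 9. Libraries were depleted of rRNA and sequenced as paired ends of 100 bases, with a depth of 25 M reads per sample stated by the paper. The authors quantified transcripts with kallisto against the GRCh38 cDNA sequences of Ensembl, and their deposited values are estimated counts and TPM per transcript.

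Estimated counts per library ranged from 13810195 to 21035350 in Ctrl (median 20493281), from 17306257 to 21987321 in EphB2 (median 17422496), from 18271683 to 21487621 in ephrin-B1 siRNA (median 19116784) and from 13230689 to 25785591 in EphB2 + ephrin-B1 siRNA (median 17950738). All values here use these counts. They were summed per gene and rounded, 21601 genes with at least 10 counts over the 12 libraries were tested with edgeR's quasi-likelihood test, and p-values were adjusted by Benjamini-Hochberg. Levels are given as counts per M counts (CPM) after TMM normalization. Libraries of replicate 1 varied together across the groups, as did those of replicate 2, while those of replicate 3 hardly did, and the first principal component, with 48.2% of the variance, separated replicate 1 from replicate 2 in every group. Since libraries of the same replicate number share an experiment number, a second fit took the replicate number as a block, and its adjusted p is called the blocked p. In each group, 405 to 433 genes examined differed at least 2-fold between replicates 1 and 2. Of these, between 95.7% and 97.9% lay between both in replicate 3. The blocked fit takes replicate 3 as an independent experiment, which these values leave in doubt, and every blocked p and count holds under that limit. In EphB2 vs Ctrl, 77 genes named in the text passed with the block and not without it. With the block but without replicate 3, 26 did.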

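In EphB2- vs Ctrl-treated HMC3 cells 8 genes changed at an adjusted p under 0.05, 5 higher and 3 lower, each in the same direction in 3 of 3 same-numbered pairs of libraries. The genes that rose were C3, the central component of complement, MYOCD, a transcriptional co-activator of smooth muscle genes, HDAC9, a histone deacetylase, PNPT1, an exoribonuclease of mitochondria, and PPIF, which encodes mitochondrial cyclophilin D. MYOCD went from 30.5 ± 2.27 to 75.8 ± 2.4 CPM (SD, n = 3), a log2 fold change of 1.31 (SE 0.19, adjusted p = 0.0472 from edgeR). The log2 fold change was 0.92 for HDAC9 (SE 0.13, adjusted p = 0.0418), 0.64 for PNPT1 (SE 0.085, adjusted p = 0.0374) and 0.55 for PPIF (SE 0.07, adjusted p = 0.0324). The genes that fell were KRT80, an epithelial keratin, with a log2 fold change of -0.61 (SE 0.075, adjusted p = 0.0296), TNS2, a focal adhesion protein, with -0.57 (SE 0.067, adjusted p = 0.0296), and KIF20A, a mitotic kinesin, with -0.45 (SE 0.06, adjusted p = 0.0374). With the replicate number as a block 1153 genes changed, 461 higher and 692 lower, so that the share of rises was 40% in place of 62.5%. With the block but without replicate 3, an alternative chosen after the data were seen, 140 genes changed, 68 higher and 72 lower. Without Ctrl replicate 1 the count without the block was 15, without Ctrl replicate 2 or Ctrl replicate 3 it was 0, and without any 1 of the EphB2 libraries it was 2. DESeq2 gave 203 genes, an offset for transcript length 0, limma on log2(TPM + 1) 0 and edgeR on only the groups compared 1. In the edgeR fit 1632 genes had an unadjusted p under 0.05.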

Subsequent RNA-sequencing (RNA-seq) revealed that human microglia treated with pre-clustered EphB2 exhibited a pro-inflammatory, anti-viral gene expression signature. 

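Of 59 genes of the type I interferon response, 57 had a positive log2 fold change in EphB2 vs Ctrl, with a median of 0.59. None passed at an adjusted p over all genes, and 18 rose when adjusted over the list alone. With the replicate number as a block, which takes replicate 3 as independent, 49 rose. The list as a whole stood above other genes in camera (adjusted p = 5.97e-22), a call that was lost with an estimated correlation (adjusted p = 0.285 with an estimated correlation, and 0.173 with block and estimated correlation). Among its members, EIF2AK2, the double-stranded RNA sensor PKR, went from 412 to 587 CPM (log2 fold change 0.51, SE 0.094, adjusted p = 0.12, blocked adjusted p = 0.00148), PLSCR1, a phospholipid scramblase, from 92.6 to 150 CPM (0.70, SE 0.13, adjusted p = 0.135, blocked adjusted p = 0.000727) and LAP3, a leucine aminopeptidase, from 55.9 to 86.2 CPM (0.63, SE 0.1, adjusted p = 0.0906, blocked adjusted p = 0.00124). These interferon genes also differed between replicates of 1 group, with a median log2 ratio of replicate 1 over replicate 2 of 1.17 in Ctrl and 0.63 in EphB2.

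Of 30 cytokines and chemokines tested, 25 had a positive log2 fold change, 3 rose when adjusted over the list alone and 10 with the block (camera adjusted p = 0.000161, adjusted p = 0.274 with an estimated correlation). Of 16 genes of MHC class I antigen presentation, 2 rose over the list alone and 6 with the block (camera adjusted p = 0.0207, adjusted p = 0.244 without replicate 3 and 0.725 with an estimated correlation); HLA genes share reads with their alternate haplotypes and paralogs and are uncertain. Cytokines and MHC class I genes also differed between replicates of 1 group. For 19 cytokines the median log2 ratio of replicate 1 over replicate 2 was 0.468 in Ctrl and 0.707 in EphB2. For 15 MHC class I genes it was 0.806 and 0.63. Of 6 interferon genes with at least 10 counts over the 12 libraries none rose in either fit (camera adjusted p = 0.549). Among them, IFNE had 1, 0 and 1 counts in EphB2 and IFNL2 had 0, 1 and 2, with 0 in Ctrl. These counts are too few to show or exclude a rise. The 300 upregulated genes with the smallest p held 18 interferon response genes, where 0.819 would be drawn by chance (adjusted p = 2.15e-18, Fisher's exact test, one-sided), and 4 cytokines, namely CXCL8, IL1B, IL32 and IL6 (adjusted p = 0.00376). Without replicate 3 they held 7 and 2 of them, and the call of cytokines was lost (adjusted p = 0.25). Without replicate 1 they held 30 interferon response genes. In the blocked fit the 300 genes held 45 interferon response genes. The lists hold genes the paper names. In a test chosen after the data were seen that left these out, the camera adjusted p was 8.09e-13 for 43 interferon response genes and 0.162 for 17 cytokines. The 300 genes then held 7 and 0 of them (adjusted p = 2.44e-05 and adjusted p = 1). The lists stood in for GO terms, which were not used here.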

GO enrichment analysis revealed upregulation of gene expression associated with biological processes, such as type I interferon response and cytokine mediated signaling and response (Fig. 4A). 

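All 14 genes labelled in Fig. 4B had a positive log2 fold change in EphB2 vs Ctrl, which is not independent evidence since the study drew the list from these libraries. All 14 had an unadjusted p under 0.05 and a log2 fold change over 0.4. At an adjusted p over all genes 1 of them rose, and 13 rose with the replicate number as a block. C3 (ENSG00000125730, chromosome 19 from 6677704 to 6730562 of GRCh38) went from 8.69 ± 1.36 to 37.7 ± 9.22 CPM (SD, n = 3), a 4.32-fold rise (log2 fold change 2.11, SE 0.21, adjusted p = 0.01, blocked adjusted p = 3.7e-06). IL6, an inflammatory cytokine (ENSG00000136244, chromosome 7 from 22725884 to 22732002), stood at 5.16 ± 0.806 CPM in Ctrl and 10.6 ± 1.39 CPM in EphB2 (SD, n = 3), with a log2 fold change of 1.04 (SE 0.18, adjusted p = 0.112, blocked adjusted p = 0.00178). The adjusted p of C3 was 0.0579 without Ctrl replicate 2, 0.0996 without Ctrl replicate 3, 0.119 without replicate 2 and 1.0 without replicate 3 in every group. It was 0.138 with an offset for transcript length, at a log2 fold change of 1.48, and 0.964 in limma on log2(TPM + 1), at 1.28. It was 0.174 with only the groups compared and 0.0888 for the most abundant transcript. Over all genes, 811 passed both thresholds with the unadjusted p, 570 higher and 241 lower (345 and 350 without EphB2 replicate 1, 304 and 301 without replicate 1 in every group, and 274 and 259 in limma), and 8 passed them with the adjusted p, which became 363 with the block.

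**Figure D1:**
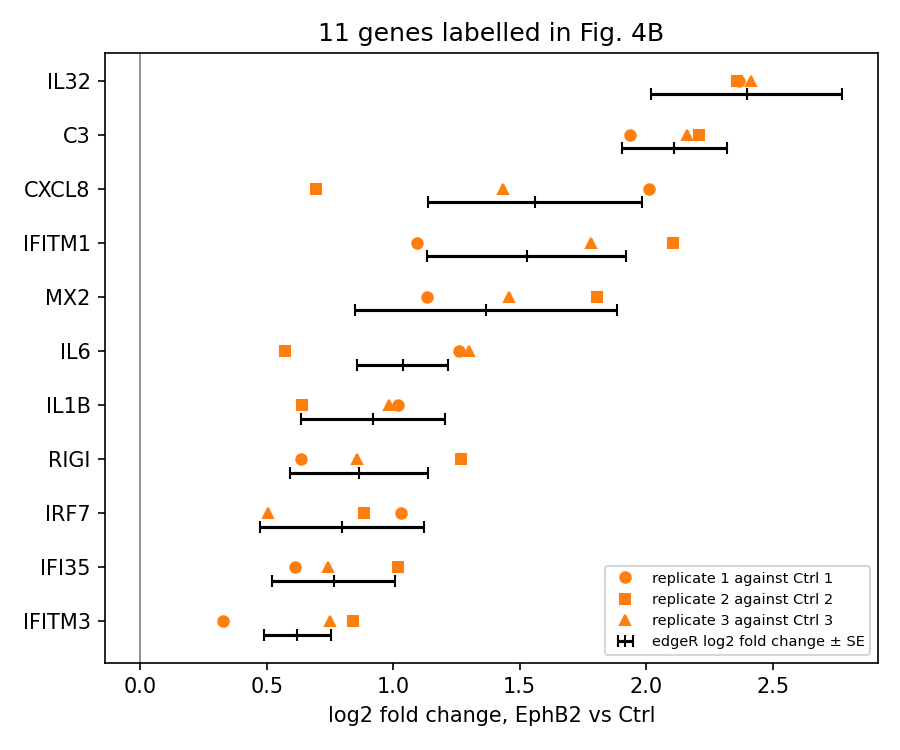
Log2 ratio of EphB2 over Ctrl for 11 genes labelled in Fig. 4B whose values are in the text, with 1 point for each same-numbered pair of libraries and the edgeR log2 fold change with its SE. All 11 fold changes lie above 0, and C3 lies at 2.11 with an SE of 0.21.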

Assessment of highly differentially expressed genes (log2FC cutoff = 0.4, P value < 0.05) revealed a pro-inflammatory and anti-viral gene expression signature in EphB2- vs vehicle-treated microglia, including upregulation of IL-6, IFITM3, RIG-I, IRF7, and C3 (Fig. 4B, C). 

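Of 13 genes of the network in Fig. 4C, a list the study chose on these libraries and so not independent evidence, 11 had a positive log2 fold change in EphB2 vs Ctrl, 1 (HDAC9) rose at an adjusted p over all genes and 9 rose with the replicate number as a block. IFIT1, which binds viral RNA, had 101 ± 48.7 CPM in Ctrl and 148 ± 43.4 CPM in EphB2 (SD, n = 3; log2 fold change 0.56, SE 0.35, adjusted p = 0.792, blocked adjusted p = 0.006). The cytokine IL32 had 2.61 ± 0.812 CPM in Ctrl and 13.6 ± 4.23 CPM in EphB2, a 5.27-fold difference (log2 fold change 2.40, SE 0.38, adjusted p = 0.0764, blocked adjusted p = 2.03e-07). The chemokine CXCL8 had 9.19 ± 1.86 and 27 ± 16.2 CPM (log2 fold change 1.56, SE 0.42, adjusted p = 0.342, blocked adjusted p = 0.000503). All of these adjusted p-values are from edgeR, and each of these 3 genes was higher in EphB2 in 3 of 3 same-numbered pairs.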

Network analysis showed a prominent activation of the type I interferon response and subsequent anti-viral response in parallel to the pro-inflammatory cytokine/chemokine response in EphB2-treated microglia. Moreover, transcript levels of specific inflammatory and myeloid activation genes were confirmed using qRT-PCR, including IL-6 and CD68, suggesting a pro-inflammatory/pro-phagocytic state for the microglia (Fig. 4D, E). Additionally, an about sevenfold increase of NF-kB phosphorylation was observed in EphB2- vs vehicle-treated microglia (that was not significantly reduced when ephrin-B1 was knocked down with siRNA treatment Supplementary Fig. 2 and 3), with canonical NF-kB related genes differentially expressed (i.e. IL-6, TNFα, IL-1B). 

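IL1B (ENSG00000125538, chromosome 2 from 112829751 to 112836816 of GRCh38), a pro-inflammatory cytokine, had 6.82 ± 1.3 CPM in Ctrl and 12.8 ± 3.95 CPM in EphB2 (SD, n = 3), higher in 3 of 3 same-numbered pairs. Its log2 fold change was 0.92 (SE 0.285, adjusted p = 0.43 from edgeR), and the blocked p was 0.00109. TNF had 0 counts in all 12 libraries and was not tested; 3 counts would be 0.237 CPM in the library with the lowest total. TNF lies in the MHC region, whose copies on alternate haplotypes were not counted, so its level is uncertain. Among chemokines, CXCL1 had 9.06 ± 3.36 CPM in Ctrl and 16.5 ± 10.1 CPM in EphB2 (log2 fold change 0.88, SE 0.49, adjusted p = 0.742, blocked adjusted p = 0.0225) and CXCL5 had 1.22 ± 0.0926 and 2.52 ± 0.838 CPM (log2 fold change 1.03, SE 0.38, adjusted p = 0.56, blocked adjusted p = 0.0757). The counts do not measure phosphorylation of the NF-kB protein.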

Our findings highlight a novel function of ephrin-B reverse signaling, at least in microglia, namely, to prime the innate immune system by activating viral detectors (RIG-I), anti-viral effector proteins (IFITM3), complement (C3) and a master regulator of the type I interferon response (IRF7).

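RIGI (ENSG00000107201, chromosome 9 from 32455302 to 32526208 of GRCh38), the sensor of viral RNA named RIG-I in the paper, had 68.4 ± 27.2 CPM in Ctrl and 124 ± 24.3 CPM in EphB2 (SD, n = 3), a log2 fold change of 0.86 (SE 0.27, adjusted p = 0.431 from edgeR, blocked adjusted p = 0.00014). IFITM3, which blocks entry of enveloped viruses (ENSG00000142089, chromosome 11 from 319676 to 329475), had 272 ± 57.7 and 418 ± 39.9 CPM, a log2 fold change of 0.62 (SE 0.13, adjusted p = 0.204, blocked adjusted p = 0.000516). IRF7, a transcription factor of interferon genes (ENSG00000185507, chromosome 11 from 612553 to 615983), had 9.74 ± 1.35 and 16.9 ± 1.85 CPM, a log2 fold change of 0.80 (SE 0.33, adjusted p = 0.616, blocked adjusted p = 0.147, with an unadjusted p under 0.05). All 3 were higher in EphB2 in 3 of 3 same-numbered pairs. The level of IFITM3 is uncertain because transcripts of the IFITM genes have near-identical copies. With replicate 3 left out of the blocked fit the p was 0.0184 for RIGI and 0.0538 for IFITM3. From its findings, the paper highlights that, in microglia at least, ephrin-B reverse signaling primes innate immunity. It names activation of viral detectors, anti-viral effectors, complement and IRF7 as the means.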

**Fig. 4:**
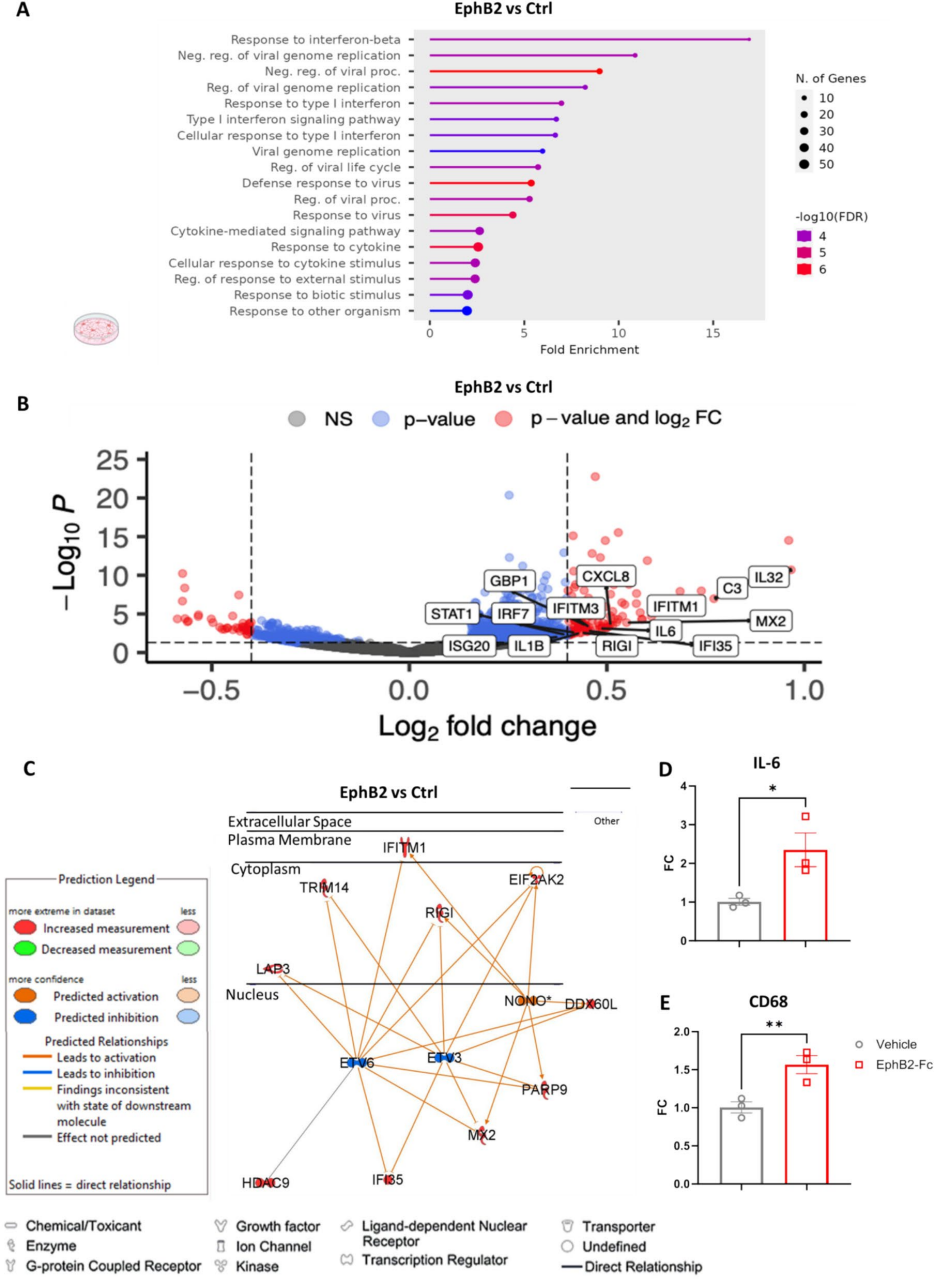
EphB2 reverse signaling in microglia activates anti-viral and inflammatory genes and pathways. Bulk RNA sequencing of HMC3 microglia treated with EphB2-Fc or Ctrl-Fc for 24 h. **A** GO Enrichment of EphB2 vs Ctrl using the top 300 upregulated genes. **B** Volcano plot of differentially expressed genes of EphB2 vs Ctrl samples (0.4 log2Fc and 0.05 p-value cutoff). **C** Network analysis using Ingenuity Pathway Analysis (IPA) of the second highest scoring network (anti-viral network). Blue indicates predicted down-regulated while red reflects up-regulated genes respectively. **D**-**E** mRNA transcript levels of IL-6 and CD68 from EphB2 treated microglia. RNA sequencing; *n* = 3 biological replicates. qRT-PCR; *n* = 3 biological replicates, 2 technical replicates averaged per biological replicate. Values are Mean ± SEM; FC = Fold Change; * *P* ≤ 0.05, ** *P* ≤ 0.01, *** *P* ≤ 0.001, **** *P* ≤ 0.0001, n.s., non-significant, student’s t-test. Schematic graphics created with Biorender software

### EphB2-mediated ephrin-B1 reverse signaling in human microglia induces a pro-inflammatory secretome profile, and microglial ephrin-B1 knockdown mutes the response

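Of 32 NF-kB feedback and target genes, 28 had a positive log2 fold change in EphB2 vs Ctrl, with a median of 0.31. None passed at an adjusted p over all genes, 10 rose when adjusted over the list alone and 14 rose with the replicate number as a block. The list stood above other genes in camera (adjusted p = 1.34e-11, and adjusted p = 0.0151 with an estimated correlation). BIRC3, an inhibitor of apoptosis, had 10.3 ± 2.16 CPM in Ctrl and 21.8 ± 4.22 CPM in EphB2 (SD, n = 3; log2 fold change 1.09, SE 0.17, adjusted p = 0.0677 from edgeR, blocked adjusted p = 5.77e-05). NFKBIA, the inhibitor that retains NF-kB in the cytoplasm, had 40 ± 3.46 and 55 ± 2.42 CPM (log2 fold change 0.46, SE 0.083, adjusted p = 0.12, blocked adjusted p = 0.000845). TNIP1, a partner of the NF-kB inhibitor A20, had a log2 fold change of 0.45 (SE 0.086, adjusted p = 0.135, blocked adjusted p = 7.77e-05) and TRAF3, a signaling adaptor, of 0.60 (SE 0.12, adjusted p = 0.183, blocked adjusted p = 0.00124). Of the 300 upregulated genes with the smallest p, 10 belonged to the list (adjusted p = 1.42e-10, Fisher's exact test, one-sided), among them NFKB2, TNFAIP3, SOD2 and VCAM1. Without the genes the paper names, a test chosen after the data were seen, 23 genes of the list had a camera adjusted p of 2.65e-07.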

The RNA-seq data revealed that EphB2 treatment of human microglia activated a multitude of genes downstream of the NF-kB signaling pathway, which is well recognized for its role as a transcriptional activator of pro-inflammatory cytokines [22]. Therefore, we examined the EphB2 induced profile of secreted products. Considering a significant increase in microglial ephrin-B1 immunoreactivity in the presence of HIVgp120 or IFNβ, we also assessed whether the effects of EphB2 on NF-kB signaling and cytokine responses in microglia are mediated through ephrin-B1 by knocking down microglial ephrin-B1. Ephrin-B1 was knocked down in human microglia via siRNA treatment for 48-h followed by a 24-h treatment of microglia with pre-clustered EphB2-Fc for secretome analysis (Fig. 5; Supplementary Fig. 2). Using the LegendPlex multiplex bead-based system, secreted cytokine and chemokine panels were interrogated at scale following EphB2-Fc and ephrin-B1 siRNA treatment of microglia. The results indicated that EphB2 mediated ephrin-B reverse signaling onto microglia drives an inflammation-related secretome profile (Fig. 5A), including IP-10/CXCL10 (Fig. 5B), GM-CSF (Fig. 5C), CCL11 (Fig. 5D), and MMP-9 (Fig. 5E) that is partially suppressed by microglial ephrin-B1 knockdown. 

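Fig. 5F shows 35 genes, which the study chose on these libraries and which are not independent evidence of a direction, and 33 of them had enough counts to be tested. Against Ctrl, 5 of them rose and 1 fell in EphB2 + ephrin-B1 siRNA (13 and 1 with the replicate number as a block), and in EphB2 alone none passed (11 rose and 1 fell with the block). Against EphB2 alone, 13 of the 33 were positive in EphB2 + ephrin-B1 siRNA. At an adjusted p over all genes 1 rose and 1 fell, and at the paper's thresholds with the unadjusted p 2 were higher and 4 lower. With the block 3 rose and 4 fell.

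IL1B had 8.98 ± 1.68 CPM in EphB2 + ephrin-B1 siRNA and 4.34 ± 1.49 CPM in ephrin-B1 siRNA (SD, n = 3). Relative to EphB2 alone its log2 fold change was -0.51 (SE 0.28, adjusted p = 0.606, blocked adjusted p = 0.0193), lower in 3 of 3 same-numbered pairs. With the block, IL1B did not pass in DESeq2, nor when replicate 3 was left out. Its response to EphB2 was 1.05 with ephrin-B1 siRNA (SE 0.29, adjusted p = 0.291, blocked adjusted p = 0.00048), and the interaction was 0.13 (SE 0.4, adjusted p = 1.0). RELA, which encodes the p65 subunit of NF-kB, had 177 ± 9.07 CPM in EphB2 and 175 ± 2.67 CPM in EphB2 + ephrin-B1 siRNA (log2 fold change -0.01, SE 0.056, adjusted p = 0.983, blocked adjusted p = 0.936). CXCL10 had 7 counts over the 12 libraries and was not tested. MMP1, a collagenase, had a log2 fold change of -1.02 (SE 0.245, adjusted p = 0.105, blocked adjusted p = 0.00696). The list of NF-kB feedback and target genes did not pass against EphB2 alone (camera adjusted p = 0.746) or in the interaction (0.229), and no gene passed in the interaction in edgeR, where 498 had an unadjusted p under 0.05 (2 genes in DESeq2, 1 with the block, and 28 in DESeq2 with the block, 17 higher and 11 lower). With the block but without replicate 3, chosen after the data were seen, 6 passed.

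**Figure D2:**
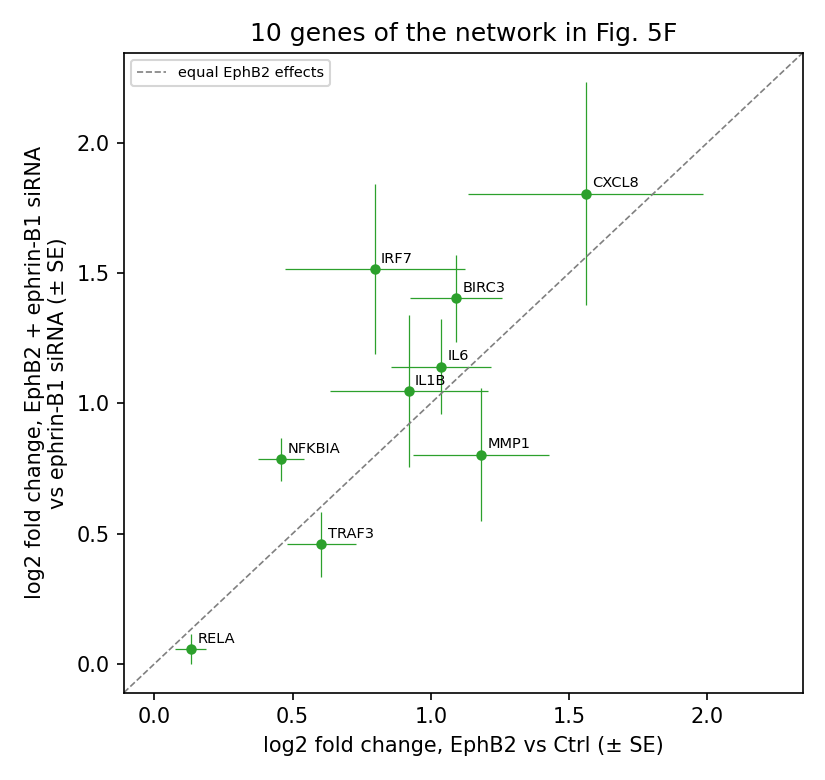
Log2 fold change of EphB2 without ephrin-B1 siRNA (EphB2 vs Ctrl, x axis) and with it (EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA, y axis) for 9 genes of Fig. 5F whose values are in the text, with bars for the SE of edgeR and a dashed line where both are equal. IL1B lies at 0.92 and 1.05, and RELA at 0.13 and 0.06.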

In line with that finding, the second highest scoring gene network identified by Ingenuity Pathway Analysis (IPA) of microglial RNA-seq data shows, that compared to EphB2 stimulation alone, the reduction of microglial ephrin-B1 in the presence of EphB2 blunts activation of pro-inflammatory and NF-kB regulated molecules, including, IL1B, CXCL10, and RELA (Fig. 5F). Taken together, EphB2-mediated ephrin-B reverse signaling onto microglia results in secretion of pro-inflammatory cytokines and chemokines and this effect is partially prevented by the knockdown of microglial ephrin-B1, which significantly diminished secretion of IP-10 (CXCL10), GM-CSF, MMP-9 and CCL11 and caused a downward trend for IL-1β, IL-6, TNFα and CXCL1, −5, −11 (Supplementary Fig. 4). The only factor increased by the knockdown of ephrin-B1 was VCAM-1.

**Fig. 5:**
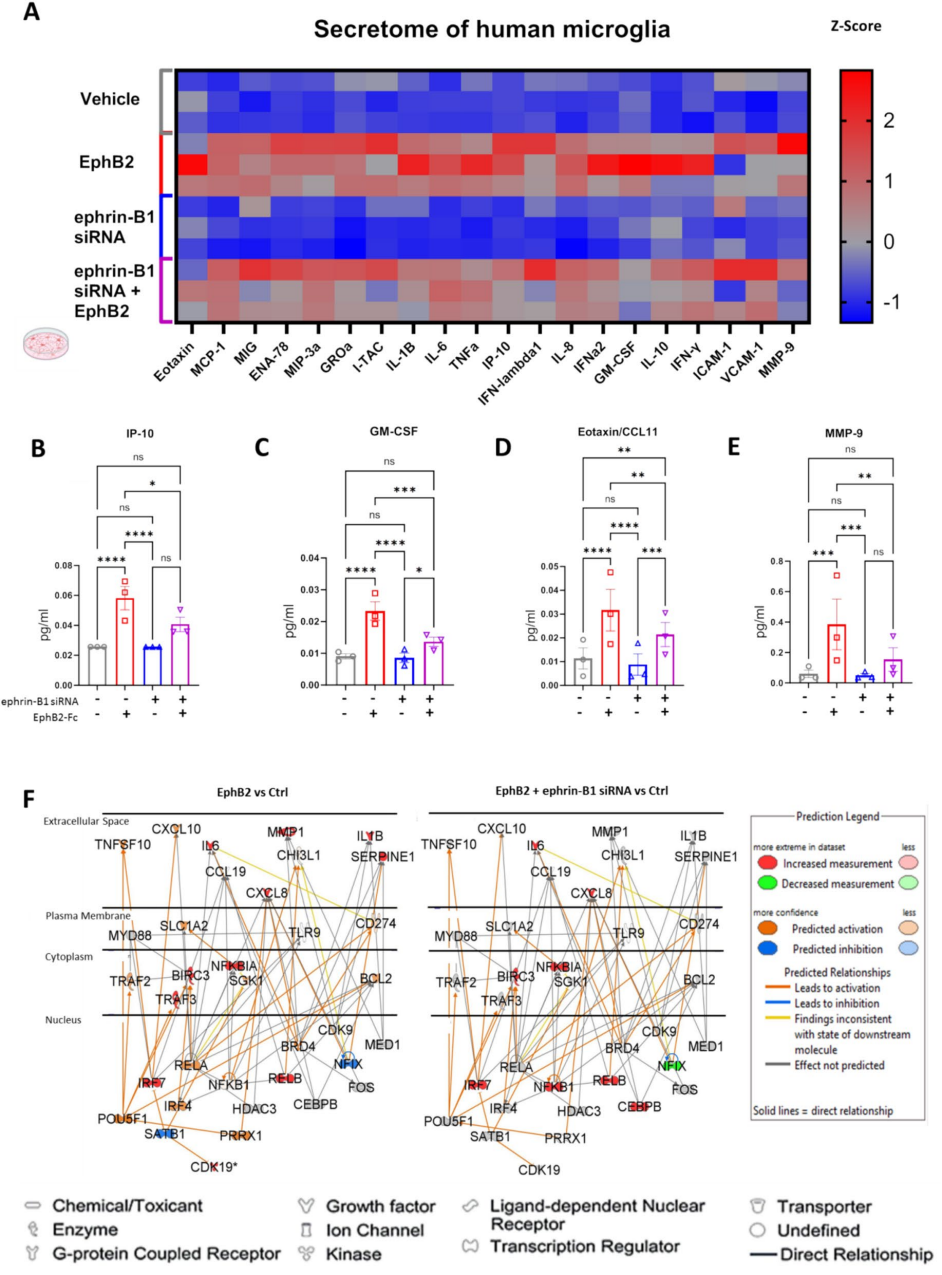
EphB2 reverse signaling induces a pro-inflammatory secretome profile, mediated in part by microglial ephrin-B1. **A** Multiplexed analysis of supernatants of human microglial HMC3 cells using LegendPlex bead assays following 48-h treatment with ephrin-B1 siRNA or scramble siRNA + 24-h EphB2-Fc (2ug/ml) or control-Fc (2ug/ml) exposure. *n* = 3 biological replicates. 2 technical replicates per biological replicate averaged. Heatmap values are z score based on averaged MFI of each technical multiplex replicate per experiment. **B**-**E** representative protein concentrations of IP-10, GM-CSF, CXCL1 and MMP-9 from the LegendPlex bead assay. **F** Network analysis for EphB2 vs Ctrl, and EphB2 + ephrin-B1 siRNA vs Ctrl (Ingenuity Pathway Analysis) to determine the network level changes from reducing ephrin-B1 during EphB2 mediated activation of microglia. Green indicates downregulated while red reflects upregulated genes, respectively. Blue indicates predicted down-regulated while orange reflects predicted up-regulated genes, respectively. Components without color represent genes without experimentally determined expression levels. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, n.s. = non-significant, Two-Way ANOVA followed by Tukey’s post hoc test. Schematic graphics created with Biorender software

### Factors secreted from microglia following the treatment with EphB2 are sufficient to induce neurotoxicity

Because the microglial secretome displayed a pro-inflammatory phenotype following EphB2 treatment and that effect was limited by microglial ephrin-B1 knockdown, we next assessed the impact of the respective microglial supernatants on neurons. Human iPSC derived glutamatergic neurons and human iPSC derived astrocytes were co-cultured (iGluta/iAstrocyte) at ratio of 6:1 as described in the method section (Fig. 6) and then incubated with 50% cell free conditioned media (CM) from vehicle-, EphB2-, ephrin-B1 siRNA- and ephrin-B1- siRNA + EphB2- and control siRNA-treated microglia. After 24 h, neurons were fixed, co-stained for MAP-2 (red) and NeuN (green), and neuronal survival was determined based on the counts of MAP-2/NeuN double positive cells (Fig. 6C, D). Neuronal survival was significantly reduced following incubation with EphB2 treated microglial CM. However, ephrin-B1 knockdown in microglia largely abrogated neurotoxicity induced by EphB2 treatment (ephrin-B1 siRNA + EphB2-CM vs EphB2-CM, *p* < 0.05), indicating that secreted microglial factors, such as pro-inflammatory components, stimulated by EphB2-ephrin-B1 signaling exert neurotoxicity.

**Fig. 6:**
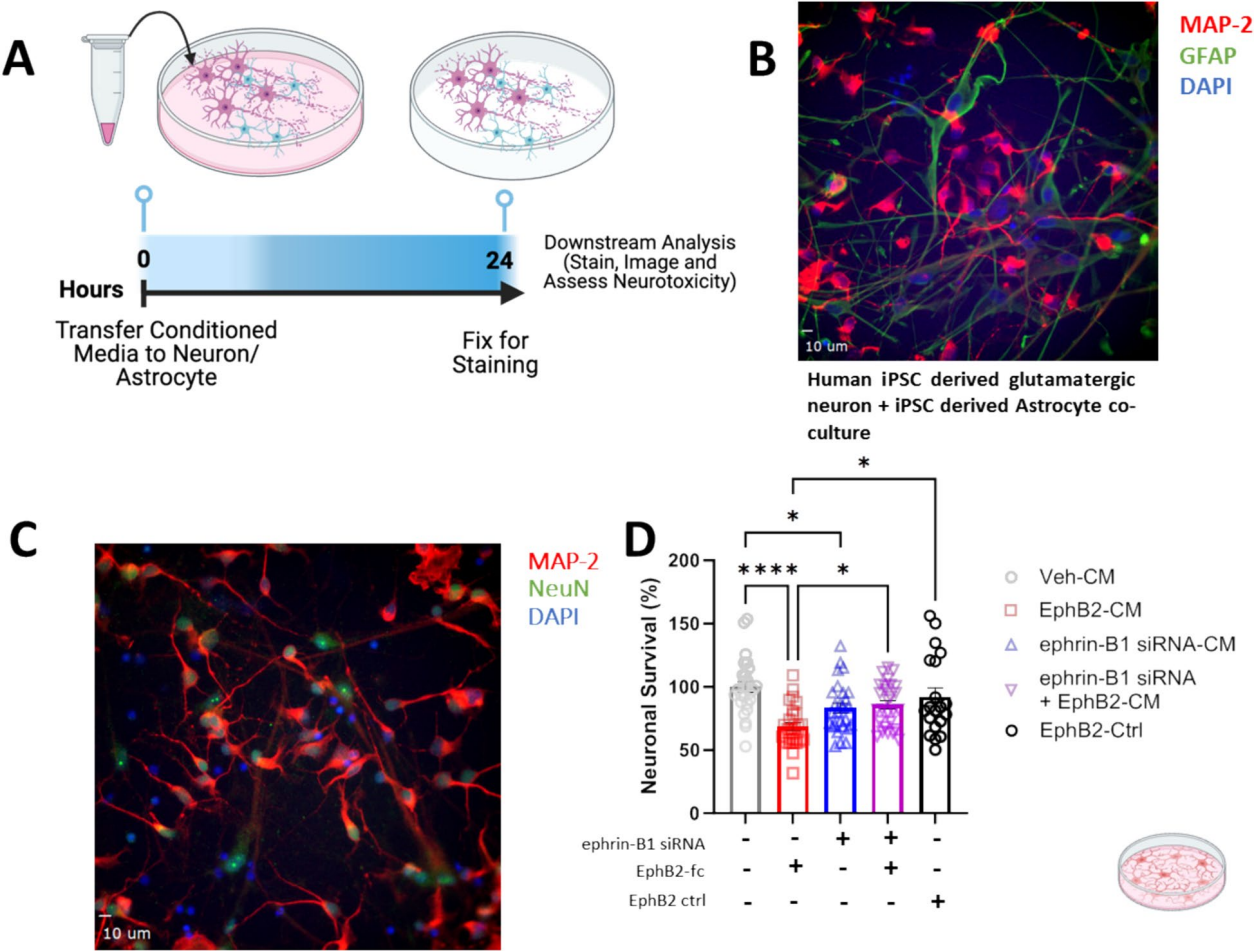
Secreted factors from EphB2 activated microglia induce neurotoxicity. **A** Timeline beginning with microglial conditioned media (CM) transfer. HMC3 microglia were previously treated for 48 h with RNAiMAX reagents and negative control (scrambled siRNA) or ephrin-B1 siRNA, then stimulated for 24 h with pre-clustered EphB2-Fc or ctrl-Fc before supernatants were collected. **B** representative image of Vehicle-CM treated iGluta/iAstrocyte (6:1 neuron to astrocyte) co-cultures stained with MAP-2 for dendrites (red), GFAP for Astrocytes (green) and Hoechst Dye (Blue). **C** The iGluta/iAstrocyte co-cultures were exposed for 24 h to 50% cell-free CM from treated microglia (image of Vehicle-CM treated cells). Neurotoxicity was assessed with MAP-2/NeuN double positive neuron counts following 24 h exposure to 50% cell-free microglia CM. **D** Co-cultures of iGluta/iAstrocyte exposed to media conditioned by vehicle-treated microglia (Veh-CM) were used to define 100% neuronal survival. Values are Mean ± SEM; *n* = 3 independent co-culture experiments, with CM from *n* = 3 independent HMC3 EphB2 stimulation experiments. Total neuron cell counts per treatment: Veh-CM = 1123, EphB2-CM = 765, ephrin-B1 siRNA-CM = 954, ephrin-B1 siRNA + EphB2-CM = 969, EphB2-Ctrl = 822. * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001, **** *P* < 0.0001, n.s. = non-significant, Two Way ANOVA followed by Tukey’s post hoc test. Schematic graphics created with Biorender software

## Discussion

Here we show first that components of the ephrin-B/EphB axis, namely EphB2 expression is elevated in the CNS of PLWH who display signs of brain pathology, but not those without brain pathology, highlighting EphB2 as a potential biomarker to discern the two groups. Second, components of the ephrin-B/EphB axis are on average elevated in the brain in association with expression of HIV viral RNA but also by treatment with exogenous recombinant IFNβ in a transgenic mouse model of HV brain injury. Third, in this model the EphB2 ligand/receptor ephrin-B1 is upregulated in microglia in the presence of HIVgp120 and after treatment with recombinant IFNβ (although the effect did not reach significance in the immunofluorescence-based analysis). Fourth, our study shows that EphB2-mediated ephrin-B reverse signaling induces, in microglia, activation of NF-kB and a pro-inflammatory and possibly anti-viral response in conjunction with neurotoxicity.

Previously, it was poorly understood what the regulators of ephrin-B/EphB in the CNS were, particularly in microglia, and the role of EphB2/ephrin-B signaling in microglia. Here, for the first time, we highlight HIVgp120 and IFNβ as potential key regulators of the expression of ephrin-B1, and inducers of EphB2. Expression of the type I interferon master regulator, IRF7, but not IRF1 or −3, correlates with ephrin-B1 and EphB2 in the cortex of PLWH and HIVgp120-transgenic mice, and is regulated by IFNβ in the mouse model. However, ablating IRF7 from human microglia and stimulating with IFNβ paradoxically resulted in enhanced activation of EphB2 and other anti-viral factors like IFIT1 and IFNβ transcripts. IRF7, among three other IRFs, IRF1, −3, and −5, operates as a regulator of the type I Interferon gene transcription [23]. However, it is possible the ablation of IRF7 resulted in the induction and activation of other IRFs, such as shown in our study for IRF3 transcript levels which may promote the activation of downstream ISGs and potentially EphB2. While we haven’t studied transcriptional regulation in details, it has been reported by others that the ratio of IRF3 to IRF7 impacts preference towards homo vs hetero-dimerization of the transcription factors, ultimately adjusting the landscape and binding affinity to interferon-stimulated response elements (ISREs) on downstream targets [24]. Ablation of IRF7 skews the ratio to IRF3, and thus presumably alters the landscape of activation leading to the potentiation of interferon-stimulated genes seen here, such as IFIT1, IFNβ itself and even EphB2. In any case, our observation suggests that IRF7 acts as a negative feedback on IFNβ and EphB2. Although IRF7 may not be mediating the IFNβ induced expression of EphB2, the ablation of IRF7 alone does induce transcription of IRF3, the long-non-coding RNA HEAL and NF-kB, three factors implicated in viral infection and inflammation [25, 26]. Moreover, one study has shown that EphB2’s regulatory region contains multiple binding sites for NF-kB near it’s transcriptional start site [19].

NeuroHIV, and the prevalence of HAND, can persist even when the viral load has become undetectable [2]. Anti-retroviral therapies extend the lifespan of PLWH and suppress viral replication; however, they do not eliminate the virus, thus allowing for viral protein products to continue to breakthrough and cause inflammation and neurodegeneration [2]. In a cohort of almost 2,000 PLWH, worse executive function was associated with lack of full virologic suppression [27]. The elevated EphB2 observed in the brains of PLWH who have brain pathology and the fact that EphB2 correlated with HIV DNA and RNA titers indicates a link with incomplete or failing viral suppression and may provide insights in the persistent neurocognitive problems. EphB2s inverse correlations with Abstract Executive and Verbal Fluency T-scores suggest a deleterious association of elevated EphB2 and neuropsychological performance, resembling conditions seen in non-virologically suppressed individuals and observed in another study [28]. This study reported that EphB2 expression was higher in neurocognitively impaired PLWH but did not distinguish cases with and without brain pathology or specify whether the individuals received antiretroviral therapy. Specifically, in PLWH, the pathological finding associated with higher cortical expression of EphB2 was the presence of multinucleated giant cells or microglial nodules, highlighting microglia as potential key perpetrators of brain injury and neurocognitive impairment.

On the other hand, we observed that the type I interferon IFNβ, which overall exerts anti-viral and neuroprotective effects [9, 29, 30], can induce ephrin-B1/EphB2**.** Interestingly, EphB2 mediated ephrin-B1 reverse signaling on microglia in turn generates an anti-viral, type I interferon response. GO enrichment analysis of our RNA-seq data for EphB2 treated microglia vs Ctrl found some of the most enriched biological processes to include “Response to Interferon Beta”, “Regulation of Viral Life Cycle” and other cytokine responses. Differential gene expression analysis and network analysis clearly shows a broad and robust type I interferon response, including activation of IRF7, IFITM1, RIG-I, MX2, IFI35 as seen by network analysis of the second highest scoring network. Hence, it seems possible that there is a previously unrecognized positive feedback loop. 

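IFITM1, an anti-viral membrane protein, had 37.2 ± 22.3 CPM in Ctrl and 106 ± 28.8 CPM in EphB2 (SD, n = 3), a log2 fold change of 1.53 (SE 0.4, adjusted p = 0.3 from edgeR, blocked adjusted p = 4.79e-05). MX2, a GTPase that restricts HIV, had 37.3 ± 21.9 and 95.6 ± 37.5 CPM (log2 fold change 1.37, SE 0.52, adjusted p = 0.577, blocked adjusted p = 3.7e-06). IFI35, an interferon-induced protein, had 45.4 ± 13 and 77 ± 12 CPM (log2 fold change 0.77, SE 0.24, adjusted p = 0.433, blocked adjusted p = 3.68e-05). Each was higher in EphB2 in 3 of 3 same-numbered pairs. Of 26 HIV restriction factors, 4 rose and 2 fell when adjusted over the list alone, and 9 rose and 3 fell with the replicate number as a block (camera adjusted p = 0.0368, adjusted p = 0.0896 without replicate 2, 0.229 without replicate 3, 0.668 with an estimated correlation, and adjusted p = 0.41 for the 23 that the paper does not name, a test chosen after the data were seen). GBP5, a guanylate-binding protein, had a log2 fold change of 1.35 (SE 0.34, adjusted p = 0.288, blocked adjusted p = 0.0176), and APOBEC3C, a cytidine deaminase, one of -0.33 (SE 0.086, adjusted p = 0.3, blocked adjusted p = 0.00236). The level of IFITM1 is uncertain because transcripts of the IFITM genes have near-identical copies.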

Beyond the previously discussed NF-kB binding sites, transcription factor binding sites on the promotor for human EFNB1 (Genecards ID: GC0XP068828) include IRF4, IRF5 and TRIM25 (a regulator of the RIG-I viral cytoplasmic detector), while the promotor of human EPHB2 (Genecards ID: GC01P022710) includes transcription factor binding sites for IRF4, STAT5, RELB. This suggests a potential route through other IRFs, such as IRF4 or IRF5 that could be the intermediaries for IFNβ to promote ephrin-B/EphB expression.

To fend off the virus, this EphB2 induced response may provide an alternative mechanism for the host to drive an anti-viral phenotype in a seemingly positive feedback loop given ephrin-B1/EphB2s own activation by IFNβ. However, what remains unclear is what impact the chronic presence of elevated EphB2 in the CNS has on inflammation and the subsequent impact on neuronal function and survival. Acute EphB2 treatment, as shown with the RNA-seq and secretome experiments in this study, activates NF-kB signaling and induces a unique cytokines/chemokines profile, which our findings show to be associated with neurotoxicity [31, 32]. Indeed, the transfer of cell-free CM from microglia stimulated with EphB2-Fc shows non-contact dependent neurotoxicity potentially stemming from the secreted cytokine/chemokine profile. This presents itself as a potentially novel mechanism for HIV associated neuronal damage that is based on the pro-inflammatory effects of an insufficient anti-viral response. 

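In EphB2-treated HMC3 cells, MMP9, a gelatinase of the extracellular matrix, had 2.81 ± 1.54 CPM against 1.26 ± 0.665 CPM in Ctrl (SD, n = 3; log2 fold change 1.19, SE 0.53, adjusted p = 0.654 from edgeR, blocked adjusted p = 0.019), higher in 3 of 3 same-numbered pairs. CCL2, a monocyte chemoattractant, had 3.78 ± 1.05 CPM in EphB2 and 4.62 ± 1 CPM in Ctrl, a log2 fold change of -0.29 (SE 0.25, adjusted p = 0.889, blocked adjusted p = 0.537), higher in 1 of 3 pairs. The chemokine CXCL10 had 3 counts over the 3 EphB2 libraries and 0 over the 3 Ctrl libraries, too few to test. These values are mRNA, while the paper measured secreted proteins in Fig. 5A. Other inflammatory transcripts at a low level included CCL20, with 0.837 ± 0.437 CPM in EphB2 and 0.784 ± 0.11 CPM in Ctrl (log2 fold change 0.08, SE 0.44, adjusted p = 0.993, blocked adjusted p = 0.979), and CCL11, with 0.22 ± 0.0938 and 0.0518 ± 0.0516 CPM (log2 fold change 1.84, SE 1.1, adjusted p = 0.771, blocked adjusted p = 0.303).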

The inflammatory signature of EphB2 treated microglia overlaps with a hallmark immune signature in the brain of various HIV models and PLWH including CCL2, CXCL10, IL-1B, TNFα, IL-6, MMP-9 and others [33–35]. Of particular note, MMP-9, is upregulated in the CNS of HIV infected individuals [36] and various neuroHIV models and associated with Blood Brain Barrier leakiness through reduced vascular tight junction proteins and presumably enhanced peripheral immune infiltrates and subsequently viral entrance to the CNS [37, 38]. TNFα serves a similar role to MMP-9 by opening a para-cellular route for HIV carried by macrophages through the blood brain barrier, where chemoattractive signals from activated microglia, including CCL2 and CXCL10, further perpetuate the infiltration into the CNS [39].

Neurotoxicity is a pathological phenomenon seen in neuroHIV that was also observed through transfer of cell-free CM from Ephb2 activated microglia onto neurons, which our data suggest is a consequence of the assortment of pro-inflammatory secreted factors (IL-6, CXCL10, TNFα, IL-1β etc.). However, to control for the potential carryover of remaining active EphB2 in the microglia conditioned media, an EphB2 only control (EphB2-ctrl) containing only EphB2-fc was transferred to the iGluta/iAstrocyte co-cultures showing some limited loss of surviving neurons, but not to the extent of the EphB2-CM of microglia. The presence of other ephrins on microglia, and the partial knockdown of ephrin-B1 rather than complete deletion may explain the inability of ephrin-B1 knockdown to fully preserve neuronal survival at control level**.** However, comparison of ephrin-B1 siRNA + EphB2-CM with EphB2-ctrl, or ephrin-B1 siRNA-CM, or untreated shows no statistically significant difference in neuronal cell numbers, indicating that the knockdown of microglial ephrin-B1 may be sufficient to abrogate neurotoxicity resulting from microglial EphB2-Fc stimulation. Astrocytic ephrin-B1 was previously shown to play a role in remodeling synapses through astrocytic STAT3, potentially mediated by EphB2 signaling, therefore we cannot exclude that addition of EphB2 only to iGluta/iAstrocyte cultures caused some limited neuronal injury via astrocytes. However, microglial EphB2-CM reduced neuronal survival compared to the EphB2-control (*P* < 0.05) suggesting that secreted microglial products, likely pro-inflammatory in nature, are resulting in more pronounced, significant neurotoxicity. IL-6, for example, is elevated in microglia following EphB2 treatment but also in the brains of PLWH and is associated with HIV induced depression. Physiologically, chronic exposure of IL-6 has been shown to elicit behavioral abnormalities (seizures and ataxia) and abnormal electro-encephalogram (EEG) patterns in hippocampus [33, 40, 41]. More recent studies propose a novel mechanism by which IL-6 induces changes in neuronal iron uptake and transport pathways that result in neurodegenerative iron sequestration [42]. CXCL10 (also known as IP-10), a prominently secreted factor from EphB2 activated microglia is one of many factors we observed that have been previously described to be neurotoxic. CXCR3, the receptor for CXCL10, is present on neurons, and following CXCL10 activation in a polyinosinic-polycytidylic acid (PIC) model, CXCL10 was shown to induce hyperexcitability, with CXCR3 inhibition attenuating seizure hypersensitivity induced by PIC challenge [43, 44]. Additionally, elevated TNFα and IL-1β have been observed in the CSF of PLWH with HIV-associated dementia (HAD), two cytokines with the capacity to both induce neuronal injury via release of neurotoxic molecules, including ceramide and L-cysteine [44–46].

As with many viral infections, the immune system has to accomplish a delicate balancing act of controlling the infection without causing rampant inflammation and tissue damage. Both runaway viral activation and runaway anti-viral response need to be managed to prevent long term bystander neuronal dysfunction. Completely ablating EphB2 is likely to be a poor therapeutic approach, as the molecule serves important cellular functions in neurons, such as NMDA receptor recruitment and maintenance of healthy and mature neural spines in the hippocampus [47]. Based on the results of our knockdown experiments, targeting microglial ephrin-B1, and plausibly other microglial ephrin-B molecules, may provide a more viable option to minimize the deleterious neuroinflammation seen in the CNS in viral encephalitis stemming from HIV or potentially other neurodegenerative diseases. On the other hand, previous studies from us and others revealed that the transient expression of endogenous IFNβ limits its ability to prevent HIV/SIV-associated brain injury [9, 29]. In contrast, treatment with recombinant IFNβ completely prevented neuronal injury in the HIVgp120tg model of neuroHIV and in vitro despite the increased expression of ephrin-B1 and EphB2 [9]. This indicates that neurotoxicity associated with increased activity of the ephrin-B1/EphB2 axis can be overcome when IFNβ levels are elevated through treatment. Of note, the IFNβ treatment of the non-HIVgp120tg control mice did not cause any neuronal injury despite the upregulation of ephrin-B1 [9]. The microglial neurotoxicity induced by stimulation of the ephrin-B1/EphB2 axis in this study occurred in the absence of IFNβ, suggesting that a waning or absent IFN response may enable inflammatory neurotoxicity to ensue. Moreover, the negative feedback exerted by IRF7 on IFNβ expression may contribute to shifting the balance from neuroprotection to neuroinflammatory toxicity.

A potential limitation of the study is the use of the immortalized human HMC3 cells as the model for human microglia. While primary microglial cells have the capacity to proliferate, immortalized HMC3 may not be matching the functional spectrum of microglia under physiological conditions. The use of alternative models, including iPSC derived microglia or primary human microglia, in future studies will aim to provide improved in vitro models. Additionally, in our study, ephrin-B1 siRNA knockdown reduced expression by approximately 50%, therefore residual reverse signaling through ephrin-B1 presumably still occurs. This may explain the only partial neuroprotective effects of ephrin-B1 siRNA following EphB2 treatment when microglia CM was transferred onto iGluta/iAstrocyte co-cultures. Furthermore, EphB2 can bind to other ephrin-B and some ephrin-A variants. Therefore, it may not be surprising that simply targeting ephrin-B1 does not fully abrogate EphB2 signaling in microglia [48]. Thus, even the complete ablation of ephrin-B1 on microglia may only provide a partial signaling blockade and partial alleviation of the detrimental bystander effects on neurons stemming from EphB2-induced reverse signaling on microglia. Additionally, given the inherent variability of in vivo models, including the HIVgp120tg mouse, the limited sample size of three biological replicates per treatment in Fig. 2B may not provide sufficient statistical power to detect significant differences between groups.

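EFNB1, the gene of ephrin-B1 (ENSG00000090776, chromosome X from 68829021 to 68842160 of GRCh38), fell under ephrin-B1 siRNA both without and with EphB2. It had 19.1 ± 1.51 CPM in Ctrl and 7.47 ± 1.1 CPM in ephrin-B1 siRNA (SD, n = 3), a reduction of 60.8% and a log2 fold change of -1.35 (SE 0.13, adjusted p = 0.00124 from edgeR). In EphB2-treated cells it had 17.6 ± 1.73 CPM with negative control siRNA and 6.32 ± 0.272 CPM with ephrin-B1 siRNA, a log2 fold change of -1.47 (SE 0.13, adjusted p = 0.00189). It was lower in 3 of 3 same-numbered pairs in both comparisons. EphB2 itself left EFNB1 at a log2 fold change of -0.12 (SE 0.13, adjusted p = 0.921). With the replicate number as a block the reduction under ephrin-B1 siRNA alone was 60.7%. When replicate 3 was left out of every group, without the block, the adjusted p was 0.747 and 0.845 at log2 fold changes of -1.47 and -1.43. No gene passed in either comparison there. When replicate 2 was left out, the adjusted p of EFNB1 was 0.142 in EphB2-treated cells. In limma on log2 TPM it was 0.325 and 0.31, at log2 fold changes of -0.95 and -1.17. With only the groups compared it was 0.0794 in EphB2-treated cells.

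**Figure D3:**
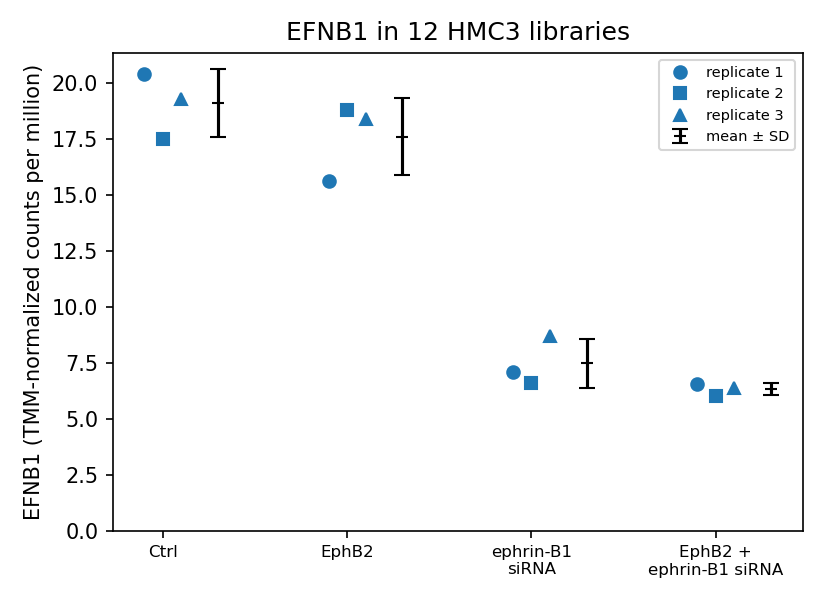
EFNB1 in CPM in each of the 12 libraries by group, with the mean and SD of each group. The 3 libraries of ephrin-B1 siRNA have a mean of 7.47 CPM and those of EphB2 + ephrin-B1 siRNA one of 6.32 CPM, against 19.1 in Ctrl and 17.6 in EphB2.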

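Genes changed with EphB2 in cells with ephrin-B1 siRNA as well. In EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA, 25 genes changed at an adjusted p under 0.05 in edgeR, 18 higher and 7 lower (1496 with the replicate number as a block, 609 higher and 887 lower, and 169 with the block but without replicate 3, 107 higher and 62 lower, an alternative chosen after the data were seen). C3 rose there by 2.40 on the log2 scale (SE 0.21, adjusted p = 0.00321), IL32 by 2.48 (SE 0.38, adjusted p = 0.0391), BIRC3 by 1.40 (SE 0.17, adjusted p = 0.00955), IL6 by 1.14 (SE 0.18, adjusted p = 0.0478) and NFKBIA by 0.79 (SE 0.083, adjusted p = 0.00716). Of these calls, all 5 were lost without ephrin-B1 siRNA replicate 3 (adjusted p = 0.0589, 0.226, 0.0643, 0.219 and 0.0598 in the same order). Without EphB2 + ephrin-B1 siRNA replicate 3 the adjusted p was 0.217 for IL32, 0.0606 for BIRC3, 0.175 for IL6 and 0.0509 for NFKBIA, and without ephrin-B1 siRNA replicate 2 it was 0.155 for IL32, 0.0518 for BIRC3 and 0.192 for IL6. For IL32 it was 0.165 without EphB2 + ephrin-B1 siRNA replicate 1 and 0.0697 without ephrin-B1 siRNA replicate 1, and for IL6 it was 0.199 and 0.131 there and 0.0886 without EphB2 + ephrin-B1 siRNA replicate 2. Of the 5 genes that rose in EphB2 vs Ctrl, 4 also rose here, where independent lists drawn from the 14273 genes over 1 CPM would share 0.00631. In the blocked fits 253 rises were shared, where 19 would be among these genes; both comparisons use separate libraries. Of the 59 type I interferon response genes, 9 rose when adjusted over the list alone and 45 with the block (camera adjusted p = 4.76e-14, adjusted p = 0.463 with an estimated correlation), and of the 32 NF-kB genes 2 rose over all genes, 12 over the list alone and 17 with the block (adjusted p = 1.25e-14, and adjusted p = 0.00636 with an estimated correlation). In the interaction, the interferon list had a camera adjusted p of 0.114 (a smaller effect of EphB2 with ephrin-B1 siRNA, with a blocked p of 0.00028, and adjusted p = 0.743 with block and estimated correlation). Under ephrin-B1 siRNA alone, 54 of the 59 genes had a positive log2 fold change (camera adjusted p = 1.68e-05, adjusted p = 0.629 with an estimated correlation; 25 rose and 1 fell with the block). So did 51 in EphB2 + ephrin-B1 siRNA vs EphB2 (camera adjusted p = 0.0153, adjusted p = 0.087 without replicate 3 and 0.919 with an estimated correlation; 8 rose and 1 fell with the block). The count of 25 was 10, 16 and 2 without EphB2 + ephrin-B1 siRNA replicate 1, 2 and 3, and 10, 12 and 0 without ephrin-B1 siRNA replicate 1, 2 and 3 (1327 genes at an unadjusted p under 0.05 in the last). It was 270 in DESeq2, 7 with an offset for transcript length, 2 in limma on log2(TPM + 1) and 2 with only the groups compared. At the paper's thresholds with the unadjusted p, 482 genes were higher and 284 lower. DESeq2 gave 318 higher and 198 lower, and the offset 524 and 310. Limma on the deposited TPM gave 126 higher and 2318 lower, and the cause of this reversal was not tested. Of the 5 genes named, NFKBIA alone passed with the offset (adjusted p = 0.0395), none in limma, and C3 and BIRC3 with only the groups compared (adjusted p = 0.0306 for both).

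Other ephrins were expressed. EFNB2 had 44.4 ± 5.82 CPM in Ctrl and 41.8 ± 1.6 CPM in ephrin-B1 siRNA (SD, n = 3; log2 fold change -0.09, SE 0.24, adjusted p = 0.958), and EFNB3 had 24 ± 1.62 and 22.1 ± 1.67 CPM (-0.12, SE 0.093, adjusted p = 0.713). EFNA1, an ephrin-A, had 8.98 ± 1.1 and 8.65 ± 1.13 CPM. The paper does not say which ephrin-A variants bind EphB2. Of 22 Eph receptors and ephrins, EFNB1 and EPHB2 fell under ephrin-B1 siRNA alone, EPHB2 by a log2 fold change of -0.44 (SE 0.089, adjusted p = 0.0307), and EFNB1 alone fell in the presence of EphB2, where EPHB2 had -0.23 (adjusted p = 0.372). Only libraries of Ctrl and ephrin-B1 siRNA were left out for this comparison. Without any 1 of these other than Ctrl replicate 1, the adjusted p of EPHB2 under ephrin-B1 siRNA alone lay between 0.0818 (ephrin-B1 siRNA replicate 3) and 0.127 (Ctrl replicate 2). With the block 3 of the 22 fell under ephrin-B1 siRNA alone. None of the 22 changed in EphB2 vs Ctrl in either fit. From residual ephrin-B1 and from the binding of EphB2 to other ephrins, the paper proposes that targeting ephrin-B1 alone leaves part of EphB2 signaling in place.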

In conclusion, our study highlights EphB2 as a potential biomarker to discern PLWH with and without brain pathology. EphB2 and mutual activation by ligand ephrin-B1 seem intimately linked to type I interferon signaling as shown by the robust differential expression of ephrin-B1/EphB2 on microglia following IFNβ stimulation. The apparent function of the elevated EphB2 in the CNS, at least through EphB2-mediated ephrin-B reverse signaling to microglia, is to perpetuate the anti-viral response, which includes production and secretion of pro-inflammatory products. Although the anti-viral response is crucial to reduce the viral burden, the pro-inflammatory factors are likely culprits in neurotoxicity. Microglial mediated neuroinflammation has been the suggested perpetrator for a plethora of neurodegenerative diseases besides neuroHIV, including Alzheimer’s Disease and Parkinson’s Disease [49]. This study opens the door for a novel microglial signaling pathway that could be modulated to shed light on and potentially quell the physiological, pathological, and clinical symptoms associated with these degenerative diseases that have a neuroinflammatory component.

## Materials and methods

### QRT-PCR of human samples

RNA from the middle frontal gyrus (neocortex) of HIV^+^ patients and non-infected controls were isolated and prepared by Dr. Benjamin Gelman’s laboratory (UTMB Galveston, TX) as a component of the National NeuroAIDS Tissue Consortium (NNTC). Investigators were blinded to HIV pathology status of the patients. All samples were coded, and qRT-PCR was performed as previously described [7, 9, 50]. Briefly, 500 ng of RNA from the middle frontal gyrus was reverse transcribed using SuperScript II reverse transcriptase (Invitrogen, USA, Cat# 18,064,071) following the manufacturer’s instructions. QRT-PCR was performed using Power PCR SYBR Green master mix (Applied Biosystems, Cat#: 4,367,659) on the QuantStudio 6 Flex System (Applied Biosystems, RRID:SCR_020239). The results obtained were analyzed using the 2^−ΔΔCt^ method and normalized to β-actin.

### Mouse models

The original HIVgp120tg and IFNβ-deficient mice were kindly provided by Dr. Lennart Mucke (Gladstone Institute of Neurological Disease, University of California, San Francisco, CA) and by Dr. Tomas Leanderson (Lund University, Lund, SE), respectively [8, 51]. We have recently characterized HIVgp120tg mice and crosses with IFNAR1KO and IFNβKO animals [11, 52]. Wild-type, HIVgp120tg animals and IFNβ treated animals for immunohistochemistry were all 3–4 months old and male. Intranasal treatment with recombinant mouse IFNβ was performed once a week over a 4-week time period as reported in a recent study [9]. IFNβ deficient HIVgp120tg were 9–12 months old when both males and females were analyzed [51]. All procedures involving animals were performed in accordance and compliance with the National Institute of Health *Guide for the Care and Use of Laboratory Animals* and approved by the Institutional Animal Care and Use Committees of the University of California, Riverside, and the Sanford-Burnham-Prebys Medical Discovery Institute and followed the ARRIVE guidelines.

### Immunohistochemistry of HIVgp120tg and IFNβ treated animals

Immunohistochemistry was performed according to previously published protocols from our lab [9, 52–54]. Briefly, 3–4-month-old WT, HIVgp120tg or IFNβ treated animals were terminally anesthetized and brains were quickly removed and fixed for 72 h at 4 °C in 4% paraformaldehyde (PFA) made in PBS. Brains were sectioned using a vibratome (Leica VT 1000S, Leica Biosystems, Buffalo Grove, IL, RRID:SCR_016495) to generate 40-μm-thick sagittal brain sections. Sections were subsequently stained with ephrin-B1 (R&D Systems, AF473, 1:20, RRID:AB_2293419), Iba1 (Wako, Cat#019–19741, 1:1000, RRID:AB_839504) and GFAP (Cell Signaling Technology, Cat#3670, 1:1000, RRID:AB_839504). Immunolabeled sections were mounted on glass slides with Vectashield (Vector Laboratories Inc., Newark, CA, Cat# H-1000) and overlaid with coverslips. Slides for analysis were imaged using a Zeiss LSM 880 with Airyscan Confocal Laser Scanning Microscope (Carl Zeiss AG, Oberkochen, DE, RRID:SCR_020925). Image analysis was accomplished using the ImageJ software package (ImageJ 1.53a software, RRID:SCR_003070) by taking total mean intensity of ephrin-B1 in the CA1 of the hippocampus or generating regions of interest around microglia and assessing mean intensity of ephrin-B1 of hippocampal microglia.

### Tissue culture and treatment of HMC3 microglia

HMC3 were purchased from ATCC (Cat#CRL-3304, RRID:CVCL_II76) and cultured in EMEM (Gibco), 10% FBS (Hyclone) and a combination of 100U/mL penicillin with 100ug/ml streptomycin (Sigma). HMC3 cells were cultured in 12 well (RNA) or 6 well (protein) tissue culture plates (Falcon). Cells were treated with lipofectamine RNAiMAX + ephrin-B1 siRNA (Life Technologies, ephrin-B1 silencer select Cat#4,392,420) or negative control siRNA (12 well- 12.5 pmol, 6 well- 25 pmol) for 48 h, followed by pre-clustered EphB2-Fc (R&D, Cat# 5189-B2-050, 2ug/ml) for either 24 h (RNA or secretome) or 15 min (protein lysate) before lysing the cells. Pre-clustering occurred for 1 h on ice by combining equal amounts of EphB2-Fc (R&D, Cat# 5189-B2-050) or Ctrl-Fc (R&D, Cat#110-HG) and Goat anti Human IgG (JacksonImmuno, Cat #109–005-003, RRID:AB_2337532), and mixing every 15 min. For western blot studies, cells were switched to serum free media 1 h before treatment with pre-clustered EphB2-Fc. Following EphB2 treatment for the appropriate time, supernatants were collected and stored at −80 °C for follow-up experiments, such as neurotoxicity testing. For RNA studies, cell lysis was performed on ice for 15 min with RLT buffer (Qiagen) + 1% Beta-mercaptoethanol (β-ME, Sigma). For protein studies, lysis was accomplished using a protein lysis buffer comprised of 10 mL RIPA Buffer with one tablet of protease inhibitor (Roche) and 100uL phosphatase inhibitors (Calbiochem). Treatment of HMC3 with IFNβ used human recombinant interferon beta 1a (3,000 U/ml) (PBL Assay Science, Cat#11,415–1) or 0.001% BSA (vehicle control) for 24 h, and for IRF7 knockdown studies cells were treated for 48 h with RNAiMAX + IRF7 siRNA (Life Technologies, silencer select Cat#5,194,563, 12.5 pmol) or negative control siRNA prior to IFNβ exposure.

### Isolation of mRNA and RT-PCR from mouse tissue and human cells

RNA of murine cerebral cortex was isolated using the Qiagen RNeasy Lipid Tissue Midi Kit (Qiagen) and hippocampal RNA and HMC3 RNA were isolated using Qiagen Mini Kit (Qiagen) according to the manufacturer’s instructions. QRT-PCR was performed as described above for human samples and previously reported [7, 54]. All primers are listed in Table 1. The results obtained were analyzed using the 2^−ΔΔCt^ method and relative amounts of mRNA of every gene were calculated by normalizing to the respective GAPDH/Gapdh or ACTIN/Actin house-keeping genes as internal control.

**Table 1:** qRT-PCR primers. List of forward and reverse sequences for primers used for qRT-PCR including gene target name, species, forward primer sequence, reverse primer sequence and final concentration used

Gene Name	Species	Forward	Reverse	Final Concentration
*Irf7*	Mouse	CACCCCCATCTTCGACTTCA	CCAAAACCCAGGTAGATGGTGTA	5uM
*Efnb1*	Mouse	ACCCTAAGTTCCTAAGTGGGA	CTTGTAGTACTCGTAGGGC	20uM
*Ephb2*	Mouse	TACATCCCCCATCAGGGTGG	GCCGGATGAATTTGGTCCGC	20uM
*Gapdh*	Mouse	AGGTCGGTGTGAACGGATTTG	TGTAGACCATGTAGTTGAGGTCA	20uM
*Actin*	Mouse	ACGGCCAGGTCATCACTATTG	CAAGAAGGAAGGCTGGAAAAGA	20uM
IRF7	Human	CATTCCTGGCACACACACAT	AAGCCCTTCTTGTCCCTCTC	20uM
EFNB1	Human	GTCCTACTACTGAAGCTACG	CTCTTGGACGATGTAGACAG	20uM
EPHB2	Human	GCAGTGTCCATCATGCATC	AGTACTGCAGCTCATAGTCC	20uM
IL6	Human	CTCCAGGAGCCCAGCTATGA	CCCAGGGAGAAGGCAACTG	20uM
HEAL	Human	TGCCTTTGCACAAGCTCTTC	TGCTGCAATAACCAGGTGTC	20uM
CD68	Human	TAGCTGGACTTTGGGTGAGG	CTCTCTGTAACCGTGGGTGT	20uM
IFNβ	Human	TTGACATCCCTGAGGAGATTAAGC	TTAGCCAGGAGGTTCTCAACAATAG	20uM
IFIT1	Human	GGAAACACCCACTTCTGTCTTACTG	ATTTGGATCATTTGTGCCTTGTAG	20uM
GAPDH	Human	GTCTCCTCTGACTTCAACAGCG	ACCACCCTGTTGCTGTAGCCAA	20uM
ACTIN	Human	CATGTACGTTGCTATCCAGGC	CTCCTTAATGTCACGCACGAT	20uM

### Immunoblotting

Western blotting using protein lysates from HMC3 treated cells was conducted as previously published with minor modifications [6]. Briefly, 16 µg of protein was added to 4X LDS sample buffer and 10X reducing agent (Invitrogen) and boiled for 5 min. Samples were loaded and run in a 15 well 4–12% SDS-PAGE gel (Invitrogen; Carlsbad, CA) for electrophoretic separation. Following transfer onto a PVDF membrane, the blots were blocked with 5% bovine serum albumin (BSA) solution and subsequently incubated overnight at 4˚C with primary antibodies as follows: rabbit phosphorylated NF-kB (1:1000; Cell Signaling Technology Cat# 3031, RRID:AB_330559); rabbit total NF-kB (1:1000; Cell Signaling Technology Cat# 8242, RRID:AB_10859369); mouse ephrin-B1 (1:1000; R&D Systems, Cat#AF473, RRID:AB_2293419); and GAPDH (1:20,000; Ambion Cat# AM4300, RRID:AB_437392). Membranes were then incubated with secondary antibody in 5% BSA: goat anti-rabbit (1:2000; Cell Signaling Technology Cat# 7074, RRID:AB_2099233) and goat anti-mouse (1:25,000; Pierce, Cat#1,858,413) secondary antibodies conjugated with horseradish-peroxidase. SuperSignal Dura chemiluminescent detection kit (Pierce) was used to visualize bound antibodies. Membranes were imaged using the Bio-Rad Chemidoc XRS Gel Imaging System (RRID:SCR_019690). Densitometry analysis was performed using ImageJ 1.53a software.

### Bulk RNA sequencing

RNA collected from in vitro studies with human HMC3 cells were first bioanalyzed using the Agilent 2100 Biosystem in the UC Riverside Genomics Core. Samples with RNA integrity numbers (RIN) > 7.0 were used for downstream bulk RNA sequencing at the UC San Diego (UCSD) genomics core. RNA sequencing was performed on the Illumina NovaSeq 6000, using an rRNA depletion, Paired End (PE100) and 25 M reads per sample. FASTQ files were then processed through the reference cDNA sequences for the human genome (GRCh38), which were downloaded from the Ensembl database (Release 109). Following the retrieval of this file, we utilized the Kallisto (RRID:SCR_016582) software to generate an index that facilitates rapid transcript quantification. This index was created by employing Kallisto’s index function on the downloaded cDNA FASTA file. For quantification, we executed the Kallisto quant command. The output includes estimates of transcript abundances, making it amenable to downstream analyses, including differential gene expression studies. Read counts/TPM were converted into log2Fc using the DESeq2 script including a pre-filtering step of reads < 10 [55]. Annotation was done on Galaxy (RRID:SCR_006281) using the Human Genome ChR38.109 reference. Visualization of the differentially expressed genes employed a multitude of tools/scripts including enhanced volcano script and Ingenuity Pathway Analysis (IPA) for pathway and networks analysis. P value cutoff and log2FC cutoff was set to 0.05 and 0.4, respectively. ShinyGO 0.77 was used for GO Enrichment of biological processes, using the top 300 differentially regulated genes with an FDR < 0.05 cutoff. The data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Koury et al., 2024) and are accessible through GEO Series accession number GSE260757 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc= GSE26 0757).

### LegendPlex

Supernatants from vehicle/siRNA control, EphB2-Fc, ephrin-B1 siRNA and ephrin-B1 siRNA + EphB2-Fc treated microglia collected following 24-h incubation were used for multiplex analysis, without dilution. Three different LegendPlex panels were used, according to manufacturer’s protocol, to obtain a comprehensive inflammatory and anti-viral profile including LegendPlex Human Vascular Inflammation Panel 1 (13-plex) (BioLegend, Cat#740,551), LegendPlex Human Proinflammatory Chemokine Panel 1 (13-plex) (BioLegend, Cat#740,984) and Human Anti-Virus Response Panel (13-plex) (BioLegend, Cat#740,349). LegendPlex beads were read on a Agilent NovoCyte Quanteon Flow Cytometer Systems 4 Lasers (RRID:SCR_025831) and subsequently analyzed using BioLegend LegendPlex Data Analysis Software Suite to generate Mean Fluorescence Intensities (MFI) and calculate concentrations. Five-parameter logistic regression (5PL) was performed for each analyte assessed, and concentrations (pg/mL) were generated using standard curves.

### Neurotoxicity assay and analysis

iCell Glutamatergic Neurons (iGluta, Fujifilm CDI, Cat#1060) and iCell Astrocytes (iAstro, Fujifilm, CDI, Cat#1037) were co-cultured following the suppliers protocols at a ratio of 6:1 in black walled clear bottom 96 well plates for imaging (Corning, Cat#353,219) previously coated in 0.1% Polyethyleneimine (PEI) Solution (Sigma-Aldrich Cat# 181,978) and geltrex (Life Technologies, Cat#A1569601). The 96 wells were coated with PEI for 1 h at 37 °C, then washed and dried overnight, followed by 1 h at 37 °C of geltrex. After 7 days of culture, with 50% media changes occurring every 2–3 days, cell-free condition media from treated microglial cells, or aggregated EphB2 only control, were transferred to the co-culture for 24 h before 4% PFA fixation for 25 min at 4 °C. Cells were permeabilized with 0.2% Triton X-100 (Fisher Scientific, Cat# 50–259-99) blocked with 10% heat-inactivated goat serum and stained with Hoechst 33,342 Dye (1:150), mouse MAP-2 (Sigma-Aldrich Cat# M4403, 1:500, RRID:AB_477193) and rabbit NeuN (Millipore Cat# ABN78, 1:500, RRID:AB_10807945). Secondary Antibodies: goat anti-rabbit AF488 (Invitrogen, Cat#A11034, 1:200, RRID:AB_2576217) and goat anti-mouse rhodamine red (Jackson ImmunoResearch Labs, Cat# 115–295-146, 1:200, RRID:AB_2338766). Cells were imaged in a 96 well black walled plate with a 40X objective using Axiovert 200 M fluorescence microscope (Carl Zeiss AG, Oberkochen, DE) with a motorized stage and Slidebook software (Intelligent Imaging Innovations version 6, Denver, CO, RRID:SCR_014423). MAP-2/NeuN double positive neurons were counted and the average of the number of MAP-2/NeuN positive cells in the vehicle treatment was defined as 100% neuronal survival.

### Statistical analysis

Analysis of histopathological data, mRNA expression, Western blotting data, and correlation analysis were performed using Prism 9 software (GraphPad Software, Inc., CA, USA, RRID:SCR_002798). Comparisons of multiple groups employed either One-Way or Two-Way analysis of variance (ANOVA) followed by Tukey’s post hoc test. Comparison of two groups used student’s t-test. *P*-values < 0.05 were considered statistically significant. For human samples, Pearson correlations were calculated to determine significance of association.

## Supplementary Information

Supplementary Material 1.

## Data Availability

The RNA-sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Koury et al., 2024) and are accessible through GEO Series accession number GSE260757 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi). Other data generated during the study are available from the corresponding author upon reasonable request. The materials information and protocol request should be addressed to J.K. or M.K.

# Supplementary material for: EphB2-mediated ephrin-B reverse signaling on microglia drives an anti-viral, but inflammatory and neurotoxic response associated with HIV
**Source:** J Neuroinflammation. 2025 Jun 30;22:171. doi: 10.1186/s12974-025-03481-9
**Supplement:** Supplementary file 1 — Supplementary Material 1.

**EphB2-mediated ephrin-B reverse signaling on microglia drives an inflammatory, but anti-viral response to HIV.**

Jeffrey Koury^1^, Hina Singh^1,2^, Samantha N. Sutley-Koury^1^, Dominic Fok^1^, Xinru Qiu^1,3^, Ricky Maung^1,2^, Benjamin B. Gelman^4,5^, Iryna M. Ethell^1^, Marcus Kaul^1,2^*

**SUPPLEMENTARY FIGURES**

**Supplementary Figure 1. IRF7 knockdown potentiates IFNβ induced IRF3, long non-coding RNA HEAL and NFKB mRNA expression.** Relative RNA expression of **(A)** IRF3, **(B)** HEAL and **(C)** NFKB in HMC3 microglia following 48-hour IRF7 siRNA knockdown followed by IFNB treatment (3000U/ml). Expression normalized to GAPDH; n = 3 biological replicates per treatment. Values are Mean + SEM; FC = Fold Change; n.s. = non-significant, * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001, Two Way ANOVA followed by Tukey’s post hoc test.

**
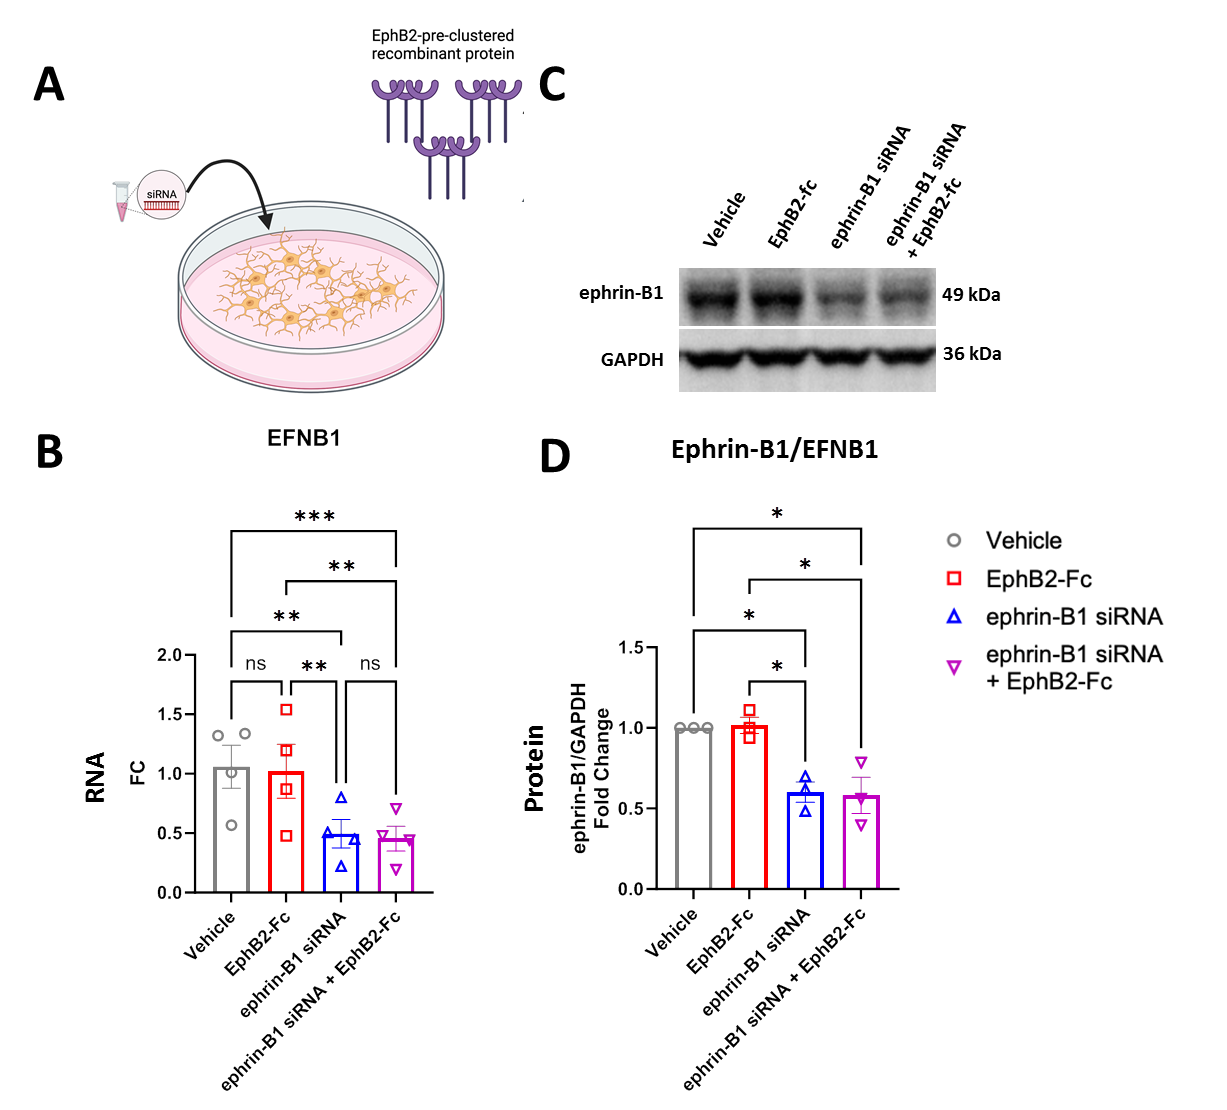
**

**Supplementary Figure 2. Ephrin-B1 siRNA downregulates ephrin-B1 at the mRNA and protein level. (A)** Schematic. **(B)** QRT-PCR analysis of EFNB1 using isolated RNA of human microglial HMC3 cells following 48-hour treatment with ephrin-B1 siRNA or scramble siRNA + 24-hour ephB2-Fc (2ug/ml) or control-Fc (2ug/ml) treatment. Fold change of EFNB1 transcript levels. **(C)** Western blot and **(D)** quantification of ephrin-B1 protein expression normalized to GAPDH; n = 3-4 biological replicates. 6-8 total technical replicates. Values are Mean + SEM; FC = Fold Change; n.s. = non-significant, * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001, Two-Way ANOVA followed by Tukey’s Post Hoc.

**
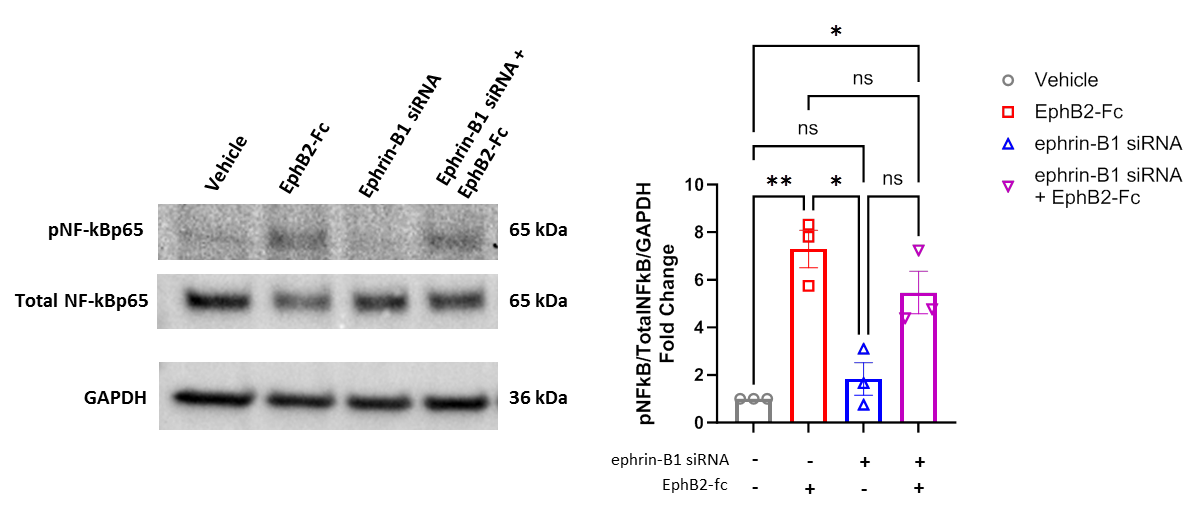
**

**Supplementary Figure 3. EphB2 treatment activates NF-kB signaling.** Representative western blot of phospho-NF-kB, total NF-kB and GAPDH. The graph shows fold change normalized to vehicle control of phospho-NF-kB normalized to Total NF-kB then to GAPDH; n = 3 biological replicates per treatment. Values are Mean + SEM with * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001, Two Way ANOVA followed by Tukey’s post hoc test.

**Supplementary Figure 4. Concentrations of secreted microglial proteins significantly differentially regulated by the ephrin-B1/EphB2 axis detected with LegendPlex assays.** Multiplexed analysis of supernatants following 48-hour treatment of ephrin-B1 siRNA or scramble siRNA + 24-hour ephB2-Fc (2ug/ml) or control-Fc (2ug/ml) treatment of human HMC3 microglia using a LegendPlex bead assay. Panels (**A-Q**) include pro-inflammatory cytokines, pro-inflammatory chemokines, and antiviral markers that were statistically significant when comparing EphB2 vs vehicle-treated cells; n = 3 biological replicates. 2 technical replicates per biological replicate averaged. Representative protein concentrations are Mean + SEM, * P < 0.05, ** P < 0.01, *** P < 0.001, **** P < 0.0001, n.s. = non-significant, Two-Way ANOVA followed by Tukey’s Post Hoc.

How the deposited data were processed for this re-analysis (not part of the article)

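RNA of HMC3 cells was measured in 12 libraries, 3 in each of 4 groups (Ctrl, EphB2, ephrin-B1 siRNA, and EphB2 + ephrin-B1 siRNA). The authors aligned reads to the Ensembl cDNA sequences of GRCh38 with kallisto, whose version the sources do not give, and deposited 1 table per library. The estimated counts in these tables are what the authors' run of kallisto assigned to each transcript and were deposited without further normalization. The TPM values were computed by the authors with kallisto from the same estimated counts and effective transcript lengths, as deposited. Each table lists 188753 transcripts. Of these, 167067 (88.5%) were paired with 36315 genes of GENCODE 44, and they held between 95.25% and 95.98% of the counts of a library. The 21686 others were left out.

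Estimated counts were summed per gene and rounded, and genes with at least 10 counts over the 12 libraries (21601) were kept. Differences were tested with the quasi-likelihood test of edgeR 4.0.16 with TMM normalization, all 4 groups in 1 fit without a block, with Benjamini-Hochberg adjustment and a threshold of 0.05, and every p given in the text without another name is from this test. The comparisons were EphB2 vs Ctrl, EphB2 + ephrin-B1 siRNA vs Ctrl, ephrin-B1 siRNA vs Ctrl, EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA, EphB2 + ephrin-B1 siRNA vs EphB2, and the interaction, which is the difference of the EphB2 effects with and without ephrin-B1 siRNA. The paper states a P value of 0.05 and a log2 fold change of 0.4 as thresholds, and does not state whether the P value was adjusted, so counts are given both ways. Gene lists (25, among them interferon response, NF-kB, cytokines, complement, cell cycle, p53 targets, cholesterol synthesis, histones and markers of cell types) were tested with camera of limma 3.58.1 at its preset correlation of 0.01 between genes and adjusted over the lists. The lists were written after the paper was read and hold genes it names, although the plan kept these genes out of list tests, so the tests were repeated without them after the data were seen. The top 300 upregulated genes were ranked by p, and lists were tested in them with Fisher's exact test, one-sided. Genes named in the text are those the paper names for these cells or labels in Fig. 4B, 4C, 5A and 5F (seen before the rule was written), the 10 largest rises and falls of EphB2 vs Ctrl and the 5 largest of the other comparisons among genes past the threshold, up to 4 members of each list with the smallest p, and Eph receptors, ephrins and markers of cell types. Counts per M counts (CPM) are after TMM normalization, and errors are the SD of 3 libraries or the SE of the fit.

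The comparisons, tests, lists, rule for named genes and alternatives were chosen before the data were examined, except where the text says otherwise. The alternatives were DESeq2 1.42.0 (also with shrunken fold changes), DESeq2's size factors in edgeR, other filters on low counts, only the groups compared, the replicate number as a block, an offset for transcript length, limma on log2 of TPM + 1, the most abundant transcript of a gene, and leaving out single libraries or replicate numbers. Other programs were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.

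The replicate numbers were checked for pairing. The submitted file names give the 4 libraries of each replicate number the same experiment number. The correlation of deviations from the group means between same-numbered libraries was 0.67 to 0.75 for replicate 1, 0.7 to 0.73 for replicate 2 and 0.03 to 0.18 for replicate 3, so the data alone do not pair replicate 3. The first and second principal components held 48.2% and 15.5% of the variance. The numbers were taken as pairs because of the shared experiment number. The common biological coefficient of variation was 0.182 without the block and 0.0649 with it, with 8 and 6 residual degrees of freedom.

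Estimated counts per library lay between 13230689 and 25785591 (median 18694233). Both fits were tested on simulated data for EphB2 vs Ctrl made from the genes' means and dispersions and the totals of the libraries, with 21190 genes in the fit without the block and 21198 with it. Of genes changed by 0.5, 1 and 2 on the log2 scale, 25%, 74.2% and 89.4% were recovered without the block, with 6 false calls. With the block 63.2%, 86.4% and 97% were recovered, with 22 false calls. The genes recovered were 17, 49 and 59 without the block and 43, 57 and 64 with it. False calls with the block were thus a larger share of all calls than the adjusted p threshold allows. The simulated data do not copy the place of replicate 3 between replicates 1 and 2. The recovery with the block therefore does not show that the blocked p holds for the real libraries. Transcripts of HLA genes, C4B and the IFITM genes have near-identical copies, and their levels are uncertain. This holds for the whole MHC region, TNF and AIF1 among its genes, since its copies on alternate haplotypes were among the transcripts left out.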

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

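The tests of explanations in this part, including the other splits of the libraries, were chosen after the results were seen, while the comparisons and gene lists were not. The paper reports no list of changed genes for ephrin-B1 siRNA alone, for EphB2 among cells with ephrin-B1 siRNA, or between both EphB2 groups, and each of these comparisons held a signal.

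Ephrin-B1 siRNA alone changed 391 genes, 142 higher and 249 lower. SGMS2, a sphingomyelin synthase, fell by 1.49 on the log2 scale (SE 0.117, adjusted p = 0.000994) and FAM20C, a kinase of secreted proteins, by 1.42 (SE 0.151, adjusted p = 0.00159), and MET, the receptor of hepatocyte growth factor, rose by 0.78 (SE 0.087, adjusted p = 0.00211). The count was 290, 94 and 86 without Ctrl replicate 1, 2 and 3, and 250, 125 and 75 without ephrin-B1 siRNA replicate 1, 2 and 3. It was 270, 13 and 0 without replicate 1, 2 and 3 in every group, so every call of the fit without the block was lost without replicate 3. With the block but without replicate 3, an alternative chosen after the data were seen, 830 genes changed, 308 higher and 522 lower. The count was 2931 with the replicate number as a block (1406 higher and 1525 lower). It was 121 with an offset for transcript length, 88 with only the groups compared and 0 in limma on log2(TPM + 1). The balance of directions depended on the fit. At the paper's thresholds with the unadjusted p, 388 genes were higher and 685 lower. DESeq2 gave 288 higher and 584 lower, and the offset 417 and 631. Limma on the deposited TPM gave 1078 higher and 200 lower, and the cause of this reversal was not tested. Of 26 genes of glycolysis and hypoxia, 7 fell, 15 when adjusted over the list alone, and 1 rose (camera adjusted p = 3.72e-09, adjusted p = 0.0118 with an estimated correlation). VEGFA, an angiogenic factor, fell from 119 to 80.9 CPM (log2 fold change -0.55, adjusted p = 0.0129, but between 0.051 and 0.0742 without Ctrl replicate 2 or 3 or ephrin-B1 siRNA replicate 2 or 3), and SLC2A3, a glucose transporter, rose (0.52, adjusted p = 0.00402). Of 21 genes of ER stress, 2 rose, 6 over the list alone (camera adjusted p = 5.48e-05, adjusted p = 0.0156 with an estimated correlation). Of 26 matrix metalloproteinases and inhibitors, 3 fell, 6 over the list alone (camera adjusted p = 0.00166, adjusted p = 0.0323 with an estimated correlation). With the block and an estimated correlation these 3 lists had adjusted p = 0.144, 0.16 and 0.086.

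EphB2 changed 25 genes among cells with ephrin-B1 siRNA (0 to 16 without single libraries, 1496 with the block), and ephrin-B1 siRNA changed 133 genes among EphB2-treated cells, 45 higher and 88 lower (9 and 2 without EphB2 + ephrin-B1 siRNA replicate 2 and 3, 57 without replicate 1 of that group, 12 and 11 without EphB2 replicate 2 and 3, 2146 with the block (979 higher and 1167 lower), 21 with the offset, 2 in limma and 0 with only the groups compared). Of 249 genes that fell under ephrin-B1 siRNA alone 81 also fell there, where independent lists drawn from the 14273 genes over 1 CPM would share 1.54; both comparisons use separate libraries. UPK1A, a uroplakin, had 73, 24 and 48 counts in ephrin-B1 siRNA, 56, 21 and 35 in EphB2, and 0 in all 3 libraries of EphB2 + ephrin-B1 siRNA, at least 46.7-fold and 37.5-fold lower against a floor of 3 counts over the group (adjusted p = 0.00966 and 0.0155, interaction adjusted p = 0.212, interaction blocked adjusted p = 0.00358). The first was 0.0607, 0.0606 and 0.0643 without EphB2 + ephrin-B1 siRNA replicate 1 or 3 or ephrin-B1 siRNA replicate 3, and the second 0.0542 and 0.0709 without EphB2 + ephrin-B1 siRNA replicate 2 or 3.

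In the interaction, the lists of cholesterol synthesis (lower with ephrin-B1 siRNA, camera adjusted p = 0.0154), glycolysis and hypoxia (higher, 0.0204) and replication-dependent histones (higher, 0.00263) differed between cells without and with ephrin-B1 siRNA. With an estimated correlation the adjusted p was 0.596, 0.596 and 0.825, and no single member passed.

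In other splits of the 6 libraries of a comparison, a count as large as the real number of changed genes came up in 1 of 10 splits, the real split itself, for EphB2 vs Ctrl (real 8, highest other 1), EphB2 + ephrin-B1 siRNA vs Ctrl (434 and 0), ephrin-B1 siRNA vs Ctrl (391 and 0), EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA (25 and 1) and EphB2 + ephrin-B1 siRNA vs EphB2 (133 and 1). For genes past the paper's thresholds it was 3 of 10 for EphB2 vs Ctrl (811, highest other 1731) and 3 of 10 for EphB2 + ephrin-B1 siRNA vs Ctrl (1217 and 2209), where the higher splits put libraries of the same replicate number together and those that part every pair reached 427 and 321. For gene lists it was 2 of 10 for EphB2 vs Ctrl (10, highest other 10), 2 of 10 for EphB2 + ephrin-B1 siRNA vs EphB2 (9 and 10), 1 of 10 for ephrin-B1 siRNA vs Ctrl (10 and 7) and 1 of 10 for EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA (11 and 10), and other splits that part every pair reached 5, 4, 6 and 3 lists in this order. With 10 splits no share under 0.1 is possible. With the replicate number as a block, only splits that part every pair were fitted. The real counts of changed genes were 1153, 3261, 2931, 1496 and 2146, in the order first given. The other splits reached 0, 0, 0, 4 and 2 genes, and these splits are too few for a share under 0.1. For the interaction, 100 of 100 splits gave at least the real count of 0 in edgeR, as any split must, so this test says nothing about the interaction. The interaction had 498 genes at an unadjusted p under 0.05, 2 in DESeq2 at the adjusted p, and 28 with the block in DESeq2. Of the 99 other splits 94 gave 0 genes, 4 gave 1 and 1 gave 1504, and the cause of that 1 was not tested.

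Part of the mRNAs that fell under ephrin-B1 siRNA may have been targeted by the siRNA itself. Of 15748 heptamers, GGACATC in the 3' UTR went with the lowest fold changes under ephrin-B1 siRNA alone (t = -17.03), and it ranked 1 again in the separate libraries of EphB2-treated cells (t = -17.33), but 9609 in EphB2 vs Ctrl. Of the genes that fell in EphB2-treated cells, 51.2% carried it, and 35.7% of those that fell under ephrin-B1 siRNA alone (21.8% and 19.2% in the blocked fits), against 6.87% of all genes, which argues against loss of ephrin-B1 signaling alone. The EFNB1 mRNA holds the heptamer at position 936, in its coding part. The siRNA sequence is not in the paper, so its seed could not be compared, and which of the fallen genes respond to ephrin-B1 stays open. Heptamers went with rises as well. AGACGTA went with the highest fold changes under ephrin-B1 siRNA alone (t = 8.44, rank 1 from the top). It ranked 3 in EphB2-treated cells (t = 7.3) and 2523 in EphB2 vs Ctrl. GACGTAA, TGACGTA and GACGTAT ranked 2, 3 and 4 from the top under ephrin-B1 siRNA alone and 1, 2 and 4 in EphB2-treated cells. In EphB2 vs Ctrl they ranked 2309, 10554 and 6054. All of these heptamers hold GACGTA, so a shared sequence went with rises in separate libraries. Ctrl and EphB2 carried negative control siRNA, so a rise under ephrin-B1 siRNA cannot be told from a fall under the control siRNA. Which siRNA lies behind the rises was not tested.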

How the results depend on the processing

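The alternatives with transcripts without a gene kept, the replicate block without replicate 3, the replicate block with an estimated correlation, and the lists less the genes the paper names were chosen after the data were seen. Counts below are in the order EphB2 vs Ctrl, EphB2 + ephrin-B1 siRNA vs Ctrl, ephrin-B1 siRNA vs Ctrl, EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA, EphB2 + ephrin-B1 siRNA vs EphB2, and the interaction. For differences not due to fewer genes or libraries, the cause was not tested. In genes named in the text, EphB2 vs Ctrl, no alternative turned the direction of a call; 4493 values stayed on the same side of the threshold, 339 passed only in the alternative and 97 only in the edgeR fit without a block. For gene lists it was 679, 10 and 106, and 1 turned: gene list mitochondrial genome mRNAs, EphB2 vs Ctrl, which did not pass with all libraries (0.871, lower) and passed as higher without replicate 2 (adjusted p = 0.000213) but as lower without replicate 3 (0.0125), with 0.408 without replicate 1. Depth sets a floor of 0.122 to 0.237 CPM for 3 counts.

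With the replicate block, genes changed were 1153, 3261, 2931, 1496, 2146 and 1; genes past the paper's thresholds with adjusted p were 363 for EphB2 vs Ctrl and 1039 for EphB2 + ephrin-B1 siRNA vs Ctrl; and 9 lists passed in the top 300. With the replicate block in DESeq2, genes changed were 1099, 2735, 2431, 1275, 1819 and 28, and past the thresholds with adjusted p 294 and 871. With shrunken fold changes as well, genes past the thresholds were 262 and 668, and with adjusted p 232 and 662. With the replicate block without replicate 3, genes changed were 140, 1167, 830, 169, 333 and 6, and past the thresholds with adjusted p 118 and 703.

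In DESeq2, genes changed were 203, 1145, 1007, 270, 658 and 2, genes past the thresholds in EphB2 vs Ctrl 524, and with adjusted p 89 and 514. With shrunken fold changes, genes past the thresholds were 175 and 491, and with adjusted p 73 in EphB2 vs Ctrl. In limma on log2(TPM + 1), genes changed were 0, 4, 0, 2 and 2, genes past the thresholds in EphB2 vs Ctrl 533, and with adjusted p 0 and 4; EFNB1 was -0.95 and, in EphB2-treated cells, -1.17, and neither passed. With only the groups compared, genes changed were 1, 93, 88, 2 and 0, with adjusted p past the thresholds 1 and 93, and EFNB1 in EphB2-treated cells was -1.47 and did not pass (adjusted p = 0.0794). With the transcript-length offset, genes changed were 0, 125, 121, 7 and 21, and past the thresholds with adjusted p 0 and 121. With no filter, genes changed were 13 in EphB2 vs Ctrl and 1 in the interaction, and 13 passed the thresholds with adjusted p. With filterByExpr (16188 genes), 42 genes changed in EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA and 205 vs EphB2, 533 passed the thresholds in EphB2 vs Ctrl, and 8 lists passed in the top 300. With transcripts without a gene kept, 5 genes changed in EphB2 vs Ctrl (5 past the thresholds with adjusted p) and 65 in EphB2 + ephrin-B1 siRNA vs EphB2.

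Gene lists that passed were 10 in EphB2 vs Ctrl, 9 in EphB2 + ephrin-B1 siRNA vs EphB2, 10 in ephrin-B1 siRNA vs Ctrl and 11 in EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA. With an estimated correlation they were 1, 2, 3 and 1, and with the replicate block and an estimated correlation 1, 0, 0 and 3. Less the genes the paper names they were 8, 9, 10 and 11. Of the top 300, 5 lists passed ranked by p, 3 less the genes the paper names, and 0 ranked by log2 fold change among genes past the adjusted p, where 5 genes are left.

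Without single libraries or replicate numbers, genes changed ranged over 0 to 15, 0 to 354, 0 to 290, 0 to 16, 0 to 117 and 0 to 0. Genes past the thresholds ranged from 491 to 910 in EphB2 vs Ctrl and from 633 to 1388 in EphB2 + ephrin-B1 siRNA vs Ctrl, and with adjusted p from 0 to 15 and from 0 to 296. EFNB1 ranged from -1.48 to -1.26 and, in EphB2-treated cells, from -1.57 to -1.38. Gene lists were tested without replicate numbers alone, not without single libraries. Their counts ranged from 8 to 10 in EphB2 vs Ctrl and 5 to 8 in EphB2 + ephrin-B1 siRNA vs EphB2. They ranged from 7 to 9 in ephrin-B1 siRNA vs Ctrl, 6 to 11 in EphB2 + ephrin-B1 siRNA vs ephrin-B1 siRNA, and 2 to 7 in the top 300.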

Differences from the paper's values

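The comparisons in this part use alternatives set before the data were examined, except the replicate block without replicate 3, which was chosen after the values were seen. The log2 fold change of IL32 in EphB2 vs Ctrl was 2.40 here (SE 0.379) and about 0.97 in Fig. 4B of the paper, read by eye. It was 0.98 in DESeq2 with shrunken fold changes, the only alternative under which both values did not differ. It was 1.65 with shrunken fold changes and the replicate block, and between 2.03 and 3.48 in the others, all of which differed from the paper's. The log2 fold change of C3 was 2.11 here (SE 0.207) and about 0.77 in Fig. 4B, read by eye. The values differed under every alternative, the nearest being 1.28 in limma on log2(TPM + 1), with 1.48 in DESeq2 with shrunken fold changes and 1.48 with the transcript-length offset.

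The paper states that IL6, IFITM3, RIGI (RIG-I) and IRF7 were upregulated by EphB2. At an adjusted p over all genes these 4 did not pass here in edgeR without a block, and each had an unadjusted p under 0.05 and a log2 fold change over 0.4. IL6 passed in DESeq2 (adjusted p = 0.00017), in DESeq2 with shrunken fold changes, and with the replicate block in edgeR, in DESeq2 (0.000102) and in DESeq2 with shrunken fold changes. IFITM3 passed in the same alternatives (0.00414 in DESeq2 and 1.44e-06 in DESeq2 with the block). RIGI passed with the replicate block in edgeR, in DESeq2 (1.15e-17), in DESeq2 with shrunken fold changes, and in edgeR without replicate 3 (0.0184). IRF7 passed in none, and its lowest adjusted p was 0.147, with the block in edgeR. In cells with ephrin-B1 siRNA, the log2 fold change of IRF7 with EphB2 was 1.52 (adjusted p = 0.162, and 0.0062 with the block). 

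The paper names TNF and IL1B as differentially expressed. TNF had no counts here, where its copies on alternate haplotypes of the MHC region were not counted, and IL1B passed with the replicate block in edgeR, in DESeq2 (0.000142) and in DESeq2 with shrunken fold changes. The paper names CCL2 and CXCL10 in the inflammatory signature of EphB2-treated microglia. CCL2 was lower with EphB2 here, at a log2 fold change of -0.29, and passed in no alternative, and CXCL10 had 7 counts in all. The paper also measured secreted proteins (Fig. 5A), and the values here are mRNA alone. MMP9, also named, passed with the replicate block in edgeR alone, and DESeq2 gave it no adjusted p. The paper states that reduced ephrin-B1 in the presence of EphB2 blunts activation of IL1B, CXCL10 and RELA in a network of Ingenuity Pathway Analysis. Of 33 tested genes of Fig. 5F, 13 had a positive log2 fold change in that comparison, and 1 rose and 1 fell. IL1B passed with the replicate block in edgeR and not in DESeq2 (0.467), nor in DESeq2 with the block (0.0581) or with the block without replicate 3 (0.226), and RELA passed in neither edgeR fit.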

Other observations

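The tests of explanations in this part were chosen after the results were seen, and the gene lists were not. In EphB2 vs Ctrl, lists of cholesterol synthesis, histones, cell cycle and p53 targets passed in camera at its preset correlation, and none of these did with an estimated correlation. Of 24 genes of cholesterol synthesis, 20 had a positive log2 fold change, 4 rose and 1 fell when adjusted over the list alone, none over all genes, and 11 rose and 1 fell with the replicate number as a block (camera adjusted p = 1.04e-05, adjusted p = 0.207 with an estimated correlation). HMGCS1, which makes HMG-CoA, had 110 ± 6.36 CPM in Ctrl and 148 ± 16.3 in EphB2 (SD, n = 3; log2 fold change 0.42, SE 0.11, adjusted p = 0.3, blocked adjusted p = 0.000151), and INSIG1, a brake on sterol synthesis, had 373 ± 28.2 and 502 ± 49.1 CPM (0.43, SE 0.085, adjusted p = 0.151, blocked adjusted p = 0.0018). Of 32 replication-dependent histone genes, none had a positive log2 fold change, and 12 fell with the block (camera adjusted p = 1.96e-09, adjusted p = 0.285 with an estimated correlation). Of 35 cell cycle genes, 6 fell over the list alone and 9 with the block (1.04e-05, adjusted p = 0.207 with an estimated correlation), among them PLK1, a mitotic kinase, at -0.28 (SE 0.059, adjusted p = 0.194, blocked adjusted p = 0.00235). Of 22 p53 targets, 6 fell over the list alone and 7 with the block (1.01e-06, adjusted p = 0.244 with an estimated correlation), and CDKN1A, the cell cycle inhibitor p21, had 325 ± 53.1 CPM in Ctrl and 241 ± 38.5 in EphB2 (log2 fold change -0.43, SE 0.124, adjusted p = 0.401, blocked adjusted p = 0.00725).

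CD68, a lysosomal marker of phagocytes, had 24.4 ± 4.05 CPM in Ctrl and 36.7 ± 7.88 in EphB2 (SD, n = 3), a log2 fold change of 0.58 (SE 0.173, adjusted p = 0.402, blocked adjusted p = 0.00077). CTSS, a cathepsin of antigen processing, had 2.59 ± 0.845 and 6.32 ± 2.81 CPM (1.30, SE 0.469, adjusted p = 0.533, blocked adjusted p = 0.000253), and CD74, the chaperone of MHC class II, 6.62 ± 3.33 and 15.3 ± 8.41 CPM (1.22, SE 0.524, adjusted p = 0.637, blocked adjusted p = 0.000188). Of 25 genes of lysosome and phagocytosis, 1 rose over the list alone, and 5 rose and 1 fell with the block (camera adjusted p = 0.979). Of 25 immediate early genes, 4 rose with the block (camera adjusted p = 0.0219, adjusted p = 0.0843 without replicate 2, 0.222 without replicate 3 and 0.604 with an estimated correlation). The other lists did not pass in EphB2 vs Ctrl: complement 0.549 (C3 alone rose of 17), matrix metalloproteinases and inhibitors 0.979, collagens and extracellular matrix 0.979, ER stress 0.66, NRF2 targets 0.979, glycolysis and hypoxia 0.871, mitochondrial genome mRNAs 0.871, and Eph receptors and ephrins 0.169.

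Several markers of microglia had few counts. AIF1 had 0 counts over the 12 libraries (uncertain, since copies of this MHC gene on alternate haplotypes were not counted), TYROBP 2 and CX3CR1 3, and in Ctrl TMEM119 had 0.437 ± 0.12 CPM and CSF1R 2.47 ± 0.197 CPM (SD, n = 3), against 3550 ± 75.2 for COL1A1, 255 ± 46 for PDGFRB and 193 ± 65.6 for CSPG4, genes that pericytes and fibroblasts express. Other genes of such cells were near absent, with 0 counts of COL3A1 and PRRX1 in the 3 Ctrl libraries and 2 counts of LUM over all 12. Of marker lists in EphB2 vs Ctrl, the camera adjusted p was 0.979 for microglia and macrophages, 0.549 for pericytes, smooth muscle and fibroblasts, 0.255 for astrocytes, 0.962 for neurons and 0.871 for endothelium.

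Of genes that differ 2-fold between the other replicates, 15% to 46.7% lay between both in replicate 1 or 2. Replicate 3 lay between replicates 1 and 2 in every group, for at least 95.7% of 405 to 433 genes that differ 2-fold between both. It could hold RNA of the cultures of replicates 1 and 2, since the same weight fitted genes with small and large differences (largest move of the weight 0.019), but of genes with at least 2 counts in replicate 1 or 2 and 0 in the 10 libraries other than it and replicate 3, replicate 3 held fewer counts than the weight gives in all 8 cases, 50 against 1238 from EphB2 replicate 1 and 1 to 13 against 20.53 to 78.37 from the others. The weights, 0.403 to 0.57, went with the share of counts of replicate 1, 0.395 to 0.588, as in merged reads, but these are argued against by 33.3% to 59.5% of genes over 100 CPM lying over 2 sampling SDs off the mix, where thinned sums of the counts gave at most 1.35%. A gradient of log expression is argued against by a gap of 0.23 in log weight (95% interval 0.22 to 0.25), against -0.02 on the linear scale (-0.03 to -0.01). Separate cultures with different shares of 2 cell states cannot be told apart from mixed RNA, since both give the linear line (largest median departure 0.051 on the log2 scale) and the genes that speak against mixed RNA lie near the floor and were picked for their counts in 1 library, and no biological explanation from the design was tested.

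EphB2 replicate 1 held low counts in 2125 genes seen in no other library, 0.01995% of its counts, where the others held 86 to 223 such genes. Their counts went with transcript length (rank correlation 0.308, at most 0.061 in other libraries), and 22.65% of processed pseudogenes silent elsewhere were seen, against at most 3.149%, so DNA or unspliced background may be the source. A response to EphB2 is argued against by at most 151 such genes in the other EphB2 replicates.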
